# Shaking culture attenuates circadian rhythms in induced pluripotent stem cells during osteogenic differentiation through the TEAD-Fbxl3-CRY axis

**DOI:** 10.1038/s41420-025-02533-6

**Published:** 2025-05-24

**Authors:** Yunyu Fu, Hiroko Okawa, Naruephorn Vinaikosol, Satomi Mori, Phoonsuk Limraksasin, Praphawi Nattasit, Yu Tahara, Hiroshi Egusa

**Keywords:** Multipotent stem cells, Stem-cell research

## Abstract

Circadian rhythms, which synchronize cellular and organismal activities with the Earth’s 24-hour light-dark cycle, are controlled by clock genes. These genes not only regulate metabolic and physiological processes but also influence osteogenesis. Despite extensive research on the genetic control of circadian rhythms, little is known about the mechanisms by which mechanical factors in the extracellular environment affect these rhythms during the osteogenic differentiation of induced pluripotent stem cells (iPSCs). Shaking culture, which promotes the formation of three-dimensional organoid-like constructs from iPSC embryoid bodies (iPSC-EBs), introduces distinct biomechanical forces compared with static adherent culture. This raises the question of how these forces affect the circadian gene expression during osteogenic differentiation. In this study, we investigated the effects of shaking cultures on the circadian rhythm of key clock genes (*Clock*, *Bmal1*, and *Npas2*) in iPSC-EBs. In the adherent culture, iPSC-EBs displayed rhythmic oscillations of the clock genes, which were attenuated in the shaking culture. RNA-seq analysis revealed that the yes-associated protein (YAP)-transcriptional enhanced associate domain (TEAD) transcriptional cascade was activated in the shaking culture. Further investigations using assay for transposase-accessible chromatin with sequencing and chromatin immunoprecipitation assays identified Fbxl3 as a direct target of this transcriptional cascade. Fbxl3 upregulation in the shaking culture enhanced the degradation of CRY proteins, which are essential components of the circadian feedback loop, thereby suppressing clock gene oscillations. In addition, treatment with verteporfin, a YAP-TEAD inhibitor, restored circadian gene oscillations and increased the expression of osteogenic markers in shaking culture. These findings highlight a novel mechanistic link between biomechanical cues and circadian regulation and offer potential insights for optimizing tissue engineering strategies in regenerative medicine.

## Introduction

Cells and organisms have evolved an approximately 24-h internal circadian clock in response to environmental cues from the solar cycle [1]. Molecular regulation of the circadian clock involves a transcriptional-translational feedback loop regulated by core clock genes. In this feedback loop, the CLOCK-brain and muscle arnt-like (BMAL1) complex activates the transcription of *Per* and *Cry*, whose proteins inhibit CLOCK/BMAL1 activity and drive the cyclic expression of these circadian genes [2]. Neuronal PAS domain 2 (NPAS2), a paralog of CLOCK, can substitute CLOCK to form heterodimers with BMAL1 [3]. The central circadian clock is located in the suprachiasmatic nucleus and regulates peripheral clocks via neuroendocrine signaling [4, 5]. Mechanical forces from the extracellular environment also influence circadian rhythms [6]. Alterations in extracellular matrix (ECM) biomechanics during aging and tumorigenesis can lead to circadian dysregulation [7, 8]. Additionally, changes in intercellular adhesion and variations in culture density correlate with intracellular circadian rhythms [9]. These mechanical stresses may trigger physiological responses via mechanoreceptors, ultimately affecting the circadian rhythm.

Induced pluripotent stem cells (iPSCs) possess unlimited proliferative potential and pluripotency, making them ideal cell sources for tissue engineering in dental treatments [10, 11]. Additionally, iPSCs can self-organize and spontaneously assemble to form three-dimensional (3D) organoids when cultured on low-adhesion surfaces. We successfully established osteogenic differentiation protocols for mouse iPSCs in adherent (static) [12] and floating (shaking) 3D cultures [13]. Shaking cultures exert significantly different mechanical forces than adherent cultures [14]. Circadian regulation is important in bone biology [15, 16]. Mutations, including deletions, in *Clock*, *Npas2*, *Bmal1*, and *Cry2* greatly affect bone formation [17–21]. However, how these mechanical forces affect circadian rhythms during the osteogenic differentiation of iPSCs is unclear.

In this study, we explored the relationship between circadian rhythms, osteogenic differentiation of iPSCs, and mechanical force in shaking cultures by comparing the molecular profiles of adherent and shaking cultures. We showed that the mechanical forces applied on iPSCs embryoid bodies (iPSC-EBs) in shaking cultures attenuated intracellular rhythmic oscillations through the transcriptional enhanced associate domain (TEAD)-F-box only protein 13 (Fbxl3)-CRY axis. The yes-associated protein (YAP)-TEAD inhibitor restored the circadian oscillations of iPSCs, thereby promoting osteogenesis. This study provides new insights into the optimization of iPSC-based bone-organoid fabrication.

## Results

### Shaking culture attenuated the oscillatory expression of clock genes during osteogenic differentiation

We used the shaking culture condition, which was shown to promote the expression of osteogenic genes, to facilitate the formation of 3D bone-like organoids by iPSCs in our previous report [13]. To assess the effect of mechanical forces in the shaking culture on the rhythmic expression of clock genes during osteogenic differentiation, we compared the expression profiles of *Clock, Bmal1*, and *Npas2* in adherent and shaking cultures (Fig. 1a). *P* < 0.05 and a robustness value > 50% indicated a rhythmic oscillation of clock gene expression. No significant oscillations were observed in undifferentiated iPSCs in either culture (*P* > 0.05 and robustness values < 50%; Fig. 1b–d), suggesting that clock genes do not exhibit circadian rhythms before differentiation.

**Fig. 1:**
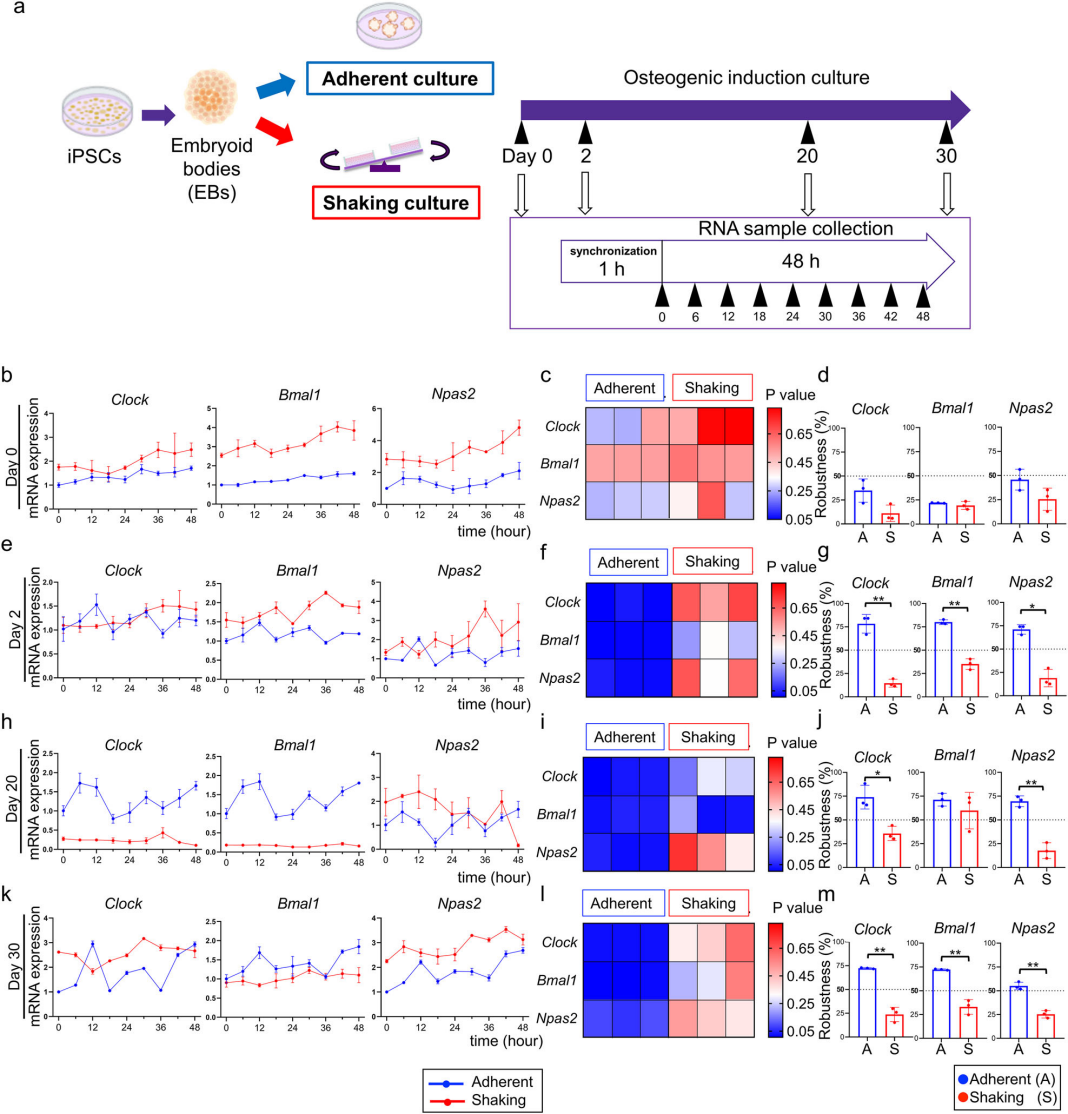
Expression profiles of clock genes in adherent and shaking cultures during osteogenic differentiation. **a** Schematic illustration of the time course for measuring circadian rhythms. RNA samples were collected every 6 h for 48 h after synchronization. Real-time RT-PCR analysis of *Clock*, *Bmal1*, and *Npas2* mRNA levels at the indicated times in iPSC-EBs before differentiation (**b**) and on days 2 (**e**), 20 (**h**), and 30 (**k**). **c**, **f**, **i**, **l** *P* values were obtained using Cosinor software by comparing the real-time RT-PCR curve with the standard cosine curve. Smaller *P* values indicate a better fit of the cosine curve to the PCR results, suggesting a better circadian rhythm. Three grids in each group represent triplicate experiments. **d**, **g**, **j**, **m** Robustness values obtained using Cosinor software. Higher robustness values indicate more regular oscillations in the PCR data, reflecting a stronger rhythmic pattern. *P < 0.05, **P < 0.01 (one-way ANOVA and Tukey’s test; *n* = 3).

In the shaking culture, clock genes exhibited *P* > 0.05 and robustness values < 50% after 2 d of osteogenic differentiation, indicating persistent disruption of oscillatory expression (Fig. 1e–g). This pattern persisted into the mid-stage of differentiation (day 20), with *Clock*, *Bmal1*, and *Npas*2 still lacking circadian oscillations (Fig. 1h–j). By day 30, although the shaking culture group exhibited slight changes in oscillations, *P* > 0.05 and robustness values < 50% were determined, indicating a continued absence of rhythmicity (Fig. 1k–m). These results suggest that the shaking culture conditions attenuate the oscillatory expression of clock genes.

In contrast, the adherent culture consistently showed *P* < 0.05 and robustness values > 50% from days 2–30 of osteogenic differentiation, indicating rhythmic oscillations in clock gene expression (Fig. 1e–m).

### YAP-TEAD transcriptional cascade as a potential regulator of rhythmic oscillations

We investigated the mechanisms underlying the attenuated oscillations using RNA-sequencing (RNA-seq) and assay for transposase-accessible chromatin with sequencing (ATAC-seq). 

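For RNA-seq, iPSC-EBs, the floating aggregates in which mouse iPSCs begin to differentiate, were sampled on day 2 of osteogenic induction from 2 adherent and 2 shaking cultures. The adherent EBs sat on gelatin-coated plates, while the shaking EBs floated in low-attachment flasks on a seesaw shaker at 0.3 Hz. The conditions therefore differ in attachment as well as in movement. Each culture was sampled at 1 time, so its transcript levels carry no phase or amplitude of a rhythm.
The deposited gene table holds read counts on mouse build mm10 for 3152 genes, each with an absolute fold of at least 2.00 between the cultures, an unadjusted p of at most 0.0499 in the authors' test and at least 1 read in every library. The authors had tested 18342 genes, a number recovered from the ranks behind their adjusted p-values. These ranks were whole within 0.1 for 93.4% of the listed genes whose unadjusted p was not very small. The number was the smallest tried that passed a set share of whole ranks, so this share is not a separate check of it. A gene that is not listed had a fold under 2, a p of 0.05 or more or a library with no read, and the table does not say which. Listed genes held 2829088 to 3221479 reads per library, out of effective library sizes of 30890924 to 34321053 reads.
Levels are given as CPM (reads divided by these effective sizes, on the usual scale), where the sizes were recovered from the authors' own normalized log2 values. The test was edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, run with the same sizes on the 3055 genes that passed a low-count filter. As every listed gene had already passed the authors' thresholds, its p-values are conditional on that selection. Replicates of a culture differed by more than the sampling noise of their reads, with a chi-square per gene of 2.64 in adherent and 3.35 in shaking culture, and the biological coefficient of variation was 7.85%.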

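Transcripts of an endoderm receptor, a glucose transporter and a keratin were among those that set both libraries of 1 culture apart from both of the other. Cubn, an endocytic receptor of the visceral endoderm, rose from 811 ± 22.1 CPM (SD, n = 2) in adherent culture to 4928 ± 125 in shaking culture. Slc2a1, the glucose transporter GLUT1, fell from 1740.3 ± 13.0 to 385 ± 12.1 CPM (SD, n = 2 each). Krt8, a keratin of simple epithelia, fell from 1293 ± 13.5 to 267 ± 15.0 CPM (SD, n = 2 each). Over the 3055 tested genes, the root mean square difference on the log2 scale was 0.401 between the adherent replicates, 0.451 between the shaking replicates and 1.89 between libraries of different cultures. The first principal component carried 95.0% of the variance and parted the cultures. These genes had been selected for a difference between the cultures, which fixes much of this separation. Since 4 libraries divide into equal groups in only 3 ways, no permutation test of the grouping can pass 0.05.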

A multidimensional scaling plot revealed a clear distinction between the two culture conditions (Fig. 2a). A total of 1,378 upregulated and 1,774 downregulated genes were identified (Fig. 2b).

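Genes of the contractile apparatus were among the largest decreases in shaking culture and genes of the endoderm among the largest increases. Tagln and Acta2, which encode the smooth muscle proteins transgelin and alpha-actin, fell from 248 ± 5.35 to 0.235 ± 0.126 and from 277 ± 5.51 to 0.652 ± 0.222 CPM (SD, n = 2 per culture), log2 fold changes of -10.05 and -8.74. Acta1, whose reads can be shared with the near-identical Acta2, had a log2 fold change of -7.39, and Cnn1 and Myh7, 2 further contractile genes, had -5.59 and -5.36. Apob and Ttr, which encode secreted proteins of the visceral endoderm and liver, rose from 2.77 ± 0.339 to 72.5 ± 3.43 and from 1.18 ± 0.0819 to 30.0 ± 0.434 CPM (SD, n = 2 per culture), log2 fold changes of 4.71 and 4.67. The largest increase among protein-coding genes with a mean normalized count of at least 100 was that of Ldc1 (log2 fold change 5.72, standard error 0.23).
Several groups of genes, fixed before the data were examined, moved mostly in 1 direction at an adjusted p under 0.05 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, with equal counts when adjusted over the list alone. Of 28 genes of primitive and visceral endoderm, 15 were higher, none was lower and 13 were not listed. Transcription factor genes of this lineage were in part unlisted, Gata4, Gata6, Sox17 and Foxa2 among them, while Hnf1b was higher (2.39 on the log2 scale). Of 18 smooth muscle genes and targets of the transcription factor SRF, 10 were lower and none was higher. Of 24 fibroblast genes 16 were lower, of 14 trophectoderm genes 11 were lower and Eomes was higher (1.58 on the log2 scale), and of 17 genes of surface epithelium 9 were lower. The trophectoderm genes included Cdx2, the regulator of that lineage (log2 fold change -2.15, standard error 0.26), and the fibroblast genes included Col1a1 (log2 fold change -4.75, standard error 0.14). Of 24 osteogenic genes 6 were lower, among them Runx2 and Col1a2 at log2 fold changes of -1.45 and -3.41, and Bglap3, whose reads can be shared with its osteocalcin paralogs, was higher at 2.72.
In this test 1321 genes were higher and 1734 lower, which is every gene tested, as their selection allows. When the 15190 genes outside the table are each given a p of 1, an adjustment chosen after the data were examined, 1235 were higher and 1632 lower. At an unadjusted p under 0.05 and a fold above 2, and with no low-count filter, 1378 were higher and 1774 lower, which are all the listed genes and are largely fixed by their selection. The balance depended on how the libraries were scaled. With totals of the listed genes as library sizes, 1315 genes were higher and 1734 lower at an adjusted p under 0.05. Size factors by the median ratio over the listed genes, which shift log2 fold changes by about 1.01, gave 1321 higher and 1009 lower. These factors take the listed genes as unchanged, which they were selected not to be. DESeq2's default fit, which changes both the test and the scaling, gave 1368 and 796, and DESeq2 with the recovered library sizes, chosen after the data were examined, 1089 and 1527. The call for Runx2 ended with median-ratio size factors and in DESeq2's default fit, at a log2 fold change of -0.44 under the median ratio.

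**Figure D1:**
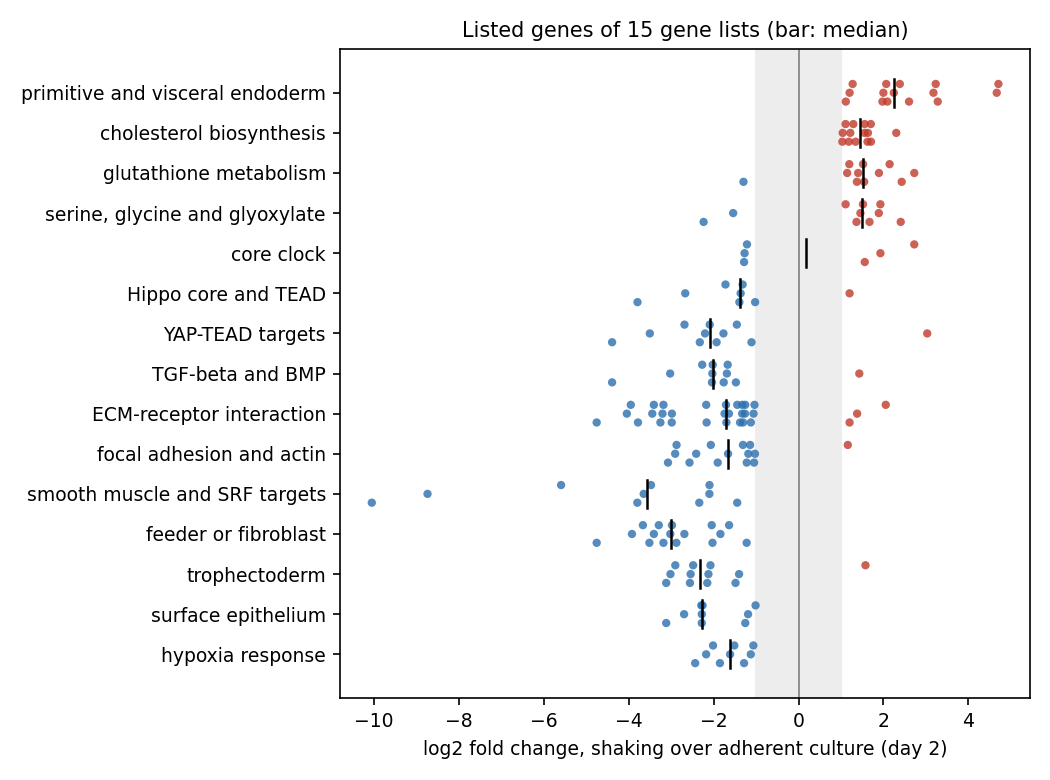
Log2 fold change of shaking over adherent culture (horizontal axis) for the listed members of 15 gene lists (rows), each point a gene, red when higher and blue when lower in shaking culture, with a bar at the median. The shaded range between -1 and 1 holds no gene because the table lists only folds of at least 2; the endoderm members have a median of 2.25 and the smooth muscle members a median of -3.56.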

**Fig. 2:**
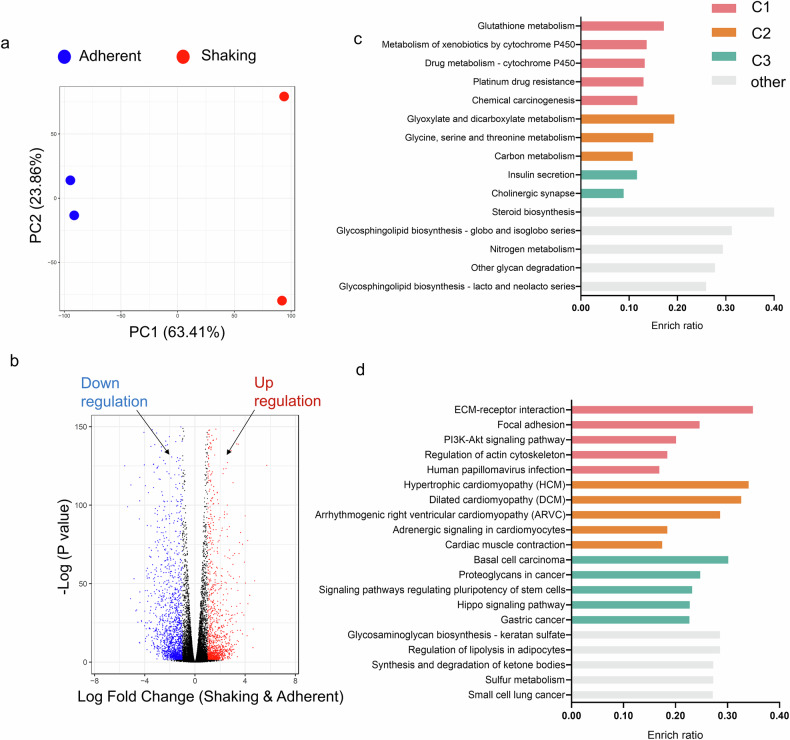
RNA-seq analysis of iPSCs-EBs cultured under adherent and shaking conditions. **a** Multidimensional scaling plot of different culture conditions. **b** Volcano plot of significant DEGs. Red and blue points represent the upregulated and downregulated DEGs, respectively. **c** KEGG enrichment analysis of the upregulated genes in the shaking culture group. **d** KEGG enrichment analysis of the downregulated genes in the shaking culture group.

The potential signaling pathways involved were identified. In the shaking culture, the top-ranked pathways among the upregulated genes were related to metabolism, including glutathione, glyoxylate, and dicarboxylate metabolism (Fig. 2c). 

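Most listed genes of glutathione, glycine and sterol metabolism were higher in shaking culture. Of 49 genes of glutathione metabolism, fixed before the data were examined, 10 were higher, Gpx7 was lower (-1.30 on the log2 scale) and 38 were not listed at an adjusted p under 0.05 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, and the same number when adjusted over the list alone. Ggt1, which cleaves extracellular glutathione, rose from 9.03 ± 0.761 CPM (SD, n = 2) in adherent culture to 48.7 ± 1.63 in shaking culture (log2 fold change 2.43, standard error 0.10). Idh1, a cytosolic source of NADPH, rose from 64.4 ± 2.57 to 170.3 ± 1.38 CPM (SD, n = 2 each), and Chac1, which degrades glutathione inside the cell, had a log2 fold change of 1.90.
Of 51 genes of serine, glycine and glyoxylate metabolism, 8 were higher and 2 lower, again equal when adjusted over the list alone. Gldc, the decarboxylase of the glycine cleavage system, rose from 115 ± 2.82 to 427 ± 5.61 CPM (SD, n = 2 each; log2 fold change 1.89, standard error 0.04, adjusted p = 3.8e-28 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Gcsh, a carrier protein of the same system, and Tdh, which breaks down threonine, had log2 fold changes of 1.11 and 1.37. The 2 lower genes were Chdh, which oxidizes choline, and Maob, a monoamine oxidase, at -2.24 and -1.54. The calls for Gpx7 and Maob ended with median-ratio size factors and in DESeq2's default fit. Of 24 genes of cholesterol biosynthesis 14 were higher and none was lower, adjusted over the list alone as well, with Cyp51, the lanosterol demethylase, at 53.7 ± 3.00 and 265 ± 6.59 CPM (SD, n = 2 each) in adherent and shaking culture.
In the KEGG pathways, counted from the same test, 13 genes were higher and 2 lower of 72 in glutathione metabolism, 7 higher and 0 lower of 32 in glyoxylate and dicarboxylate metabolism, 6 higher and 3 lower of 40 in glycine, serine and threonine metabolism, and 11 higher and 0 lower of 20 in steroid biosynthesis. In the authors' deposited table, which takes higher and lower genes together, glutathione metabolism has an enrichment p adjusted by the authors of 6.7e-06. Of the 322 pathways there, 240 have such a p under 0.05. Reads of Acat2 and Acat3, 2 similar genes of the glyoxylate pathway, and of the glutathione transferase family can be shared between copies, which leaves their separate counts uncertain. A background for an enrichment test of these lists is lacking because only selected genes are in the table.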

For the downregulated genes, pathways associated with ECM-receptor interaction, focal adhesion, and actin cytoskeleton regulation were enriched in cluster 1, while pathways regulating stem cell pluripotency were enriched in cluster 2. Additionally, the Hippo pathway, which is critical for mechanical signal transduction [22], was downregulated (Fig. 2d). 

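Most listed genes for the ECM, its receptors and the actin cytoskeleton were lower in shaking culture. Of 65 genes of ECM-receptor interaction, fixed before the data were examined, 27 were lower, 3 were higher (Tnr, Col9a3 and Vwf, log2 fold changes of 2.06, 1.38 and 1.20), 1 was removed by the low-count filter and 34 were not listed at an adjusted p under 0.05 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, with equal counts when adjusted over the list alone. Col1a1, a chain of type I collagen, fell from 35.7 ± 0.822 CPM (SD, n = 2) in adherent culture to 1.32 ± 0.142 in shaking culture. Lamc2, a chain of the laminin of epithelial basement membranes, fell from 154 ± 1.06 to 11.2 ± 0.836 CPM (SD, n = 2 each; log2 fold change -3.78, standard error 0.07, adjusted p = 6.8e-30 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and Thbs1, the matrix glycoprotein thrombospondin, had a log2 fold change of -4.04.
Of 38 genes of focal adhesion and actin, 14 were lower and Tln2 was higher (1.16 on the log2 scale), again equal when adjusted over the list alone. Flna and Flnc, which encode actin-crosslinking filamins, fell from 677 ± 0.203 to 214 ± 6.77 and from 243 ± 4.77 to 33.3 ± 1.41 CPM (SD, n = 2 per culture). Msn, which links actin to the membrane, and Vcl, the focal adhesion protein vinculin, had log2 fold changes of -2.07 and -1.31. The integrin genes Itgb3 and Itgb4 had -3.20 and -2.98, and Myl9, a myosin light chain, -2.91. The largest change in KEGG actin cytoskeleton regulation at a mean normalized count of at least 100 went the other way. It was that of Fgf5, a growth factor gene, which rose from 1.03 ± 0.416 to 12.1 ± 0.706 CPM (SD, n = 2 each). In the same cultures 16 of 24 fibroblast genes and 10 of 18 smooth muscle genes and SRF targets were lower, and the other 8 of each are not listed. The fibroblast genes Col1a1, Col1a2 and Tnc are also in the ECM list.
Of 29 genes of general or naive pluripotency 2 were higher (Tbx3 and Nr0b1, log2 fold changes of 1.13 and 1.22), Prdm14 was lower and 26 were not listed, Pou5f1 and Nanog among these, and the counts were equal when adjusted over the list alone. Of 11 primed pluripotency genes 4 were higher and 3 lower. The higher genes included Dnmt3b, a DNA methyltransferase (log2 fold change 1.62, standard error 0.04), and Fgf5 (log2 fold change 3.55, standard error 0.18). The KEGG pathway of signals regulating pluripotency had 10 genes higher and 34 lower of 140, and its largest changes at a mean normalized count of at least 100 were in signaling and lineage genes, namely Wnt7a, Fzd2, Hand1 and Esx1 (-3.65, -2.93, -2.56 and -2.54). The KEGG counts were 3 higher and 31 lower of 88 for ECM-receptor interaction, 9 and 50 of 201 for focal adhesion, and 9 and 41 of 231 for actin cytoskeleton regulation.
In DESeq2's default fit, which changes both the test and the scaling, the lower genes came to 9 for the focal adhesion and actin list, 23 for the KEGG actin pathway and 22 for the KEGG pluripotency pathway. With median-ratio size factors alone they came to 11, 29 and 24. The call for Prdm14 ended under both.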

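Most listed genes of the Hippo pathway, and most listed genes that YAP-TEAD is known to activate, were lower in shaking culture. Of 27 genes of the Hippo core and its TEAD and VGLL partners, fixed before the data were examined, 7 were lower and 1 was higher at an adjusted p under 0.05 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, with equal counts when adjusted over the list alone, and 19 were not listed, among them Yap1, Wwtr1, Tead1, Tead2 and Tead4. Tead3, which encodes a DNA-binding partner of YAP, fell from 32.5 ± 2.28 CPM (SD, n = 2) in adherent culture to 9.85 ± 0.20 in shaking culture (log2 fold change -1.72, standard error 0.11). Vgll4, which competes with YAP for TEAD, fell from 26.3 ± 1.49 to 10.6 ± 0.623 CPM (SD, n = 2 each), and its relative Vgll3 had a log2 fold change of -2.67. Amot, the angiomotin that binds YAP, rose from 247 ± 2.07 to 569.7 ± 10.6 CPM (SD, n = 2 each), and is also among the higher genes of the endoderm list.
Of 22 YAP-TEAD target genes, 10 were lower, 1 was higher and 11 were not listed, and the counts were equal when adjusted over the list alone. Ccn2 and Ccn1, the matricellular genes also called Ctgf and Cyr61 and widely used as readouts of YAP-TEAD, fell from 809 ± 11.2 to 189.8 ± 5.62 and from 192 ± 0.133 to 56.5 ± 2.58 CPM (SD, n = 2 per culture). Their log2 fold changes were -2.09 (standard error 0.03) and -1.77 (standard error 0.05). F3 and Tgfb2 had log2 fold changes of -1.11 and -4.39, and Fjx1, the 1 member that was higher, had 3.03. Cell-type genes fell in the same cultures, 16 of 24 fibroblast genes and 10 of 18 smooth muscle genes and SRF targets.
The KEGG Hippo pathway had 36 genes lower and 7 higher of 157 in the same test. Its largest changes at a mean normalized count of at least 100 were in the ligand and receptor genes Tgfb2, Wnt7a, Bmp8b and Fzd2 (-4.39, -3.65, -3.46 and -2.93), members that belong to the TGF-beta, BMP and Wnt pathways. In the authors' deposited table, this pathway has 43 genes, higher and lower together, and an enrichment p adjusted by the authors of 2.0e-20. Such a p is under 0.05 for 240 of the 322 pathways there, so passing it does not single out this pathway. With size factors by the median ratio the lower genes of the Hippo core list came to 5. The call for Amotl1 (-1.02 on the log2 scale) ended under them. The 10 lower target genes, each selected at a fold of at least 2, stayed lower under them, F3 at a log2 fold change of -0.10.

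**Figure D2:**
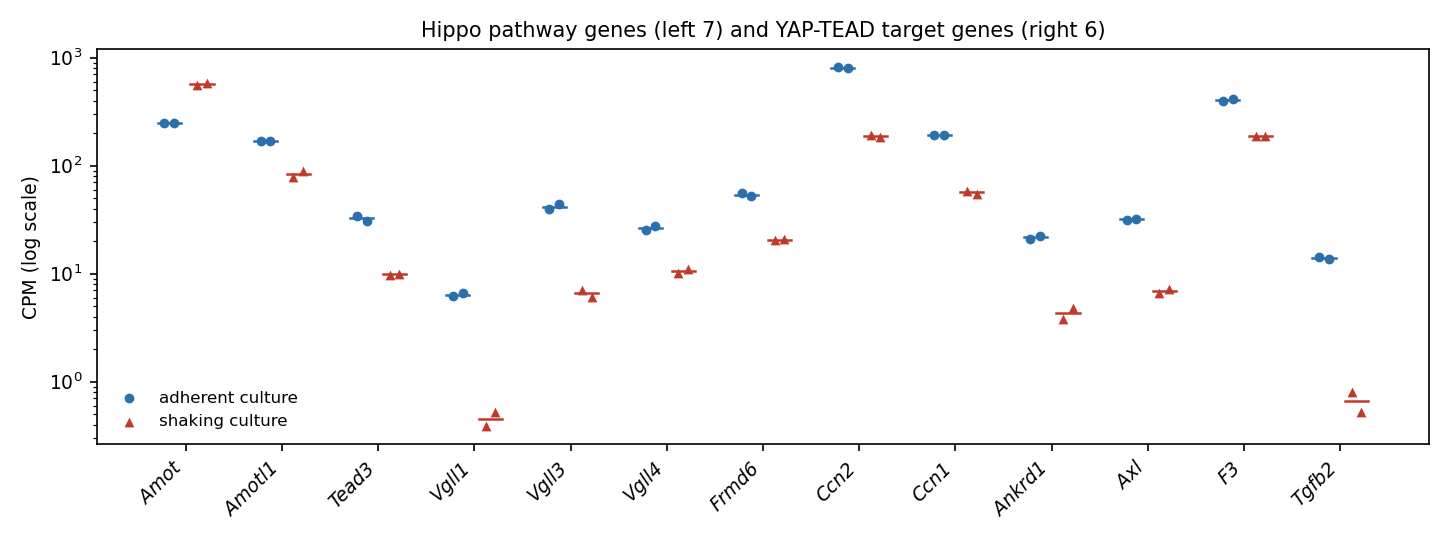
CPM (vertical axis, log scale) of Hippo pathway genes and YAP-TEAD target genes in each library, with circles for adherent and triangles for shaking culture and a line at the mean of 2 replicates. Amot is higher in both shaking libraries, and each of the other genes drawn is lower in both, Ccn2 for example at means of 809 and 189.8. The call for Amotl1 ended with median-ratio size factors, which take these selected genes as unchanged. Fjx1, the 1 listed target gene that was higher (log2 fold change 3.03), is not drawn.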

The key effector of this pathway is the YAP-TEAD transcriptional cascade, which has been implicated in circadian rhythm regulation [23].

We explored the underlying key molecular mediators that attenuate rhythmicity in shaking cultures. Chromatin accessibility was enriched around the transcription start sites (TSSs) (Fig. 3a). Transcription factor-binding site enrichment analysis identified potential transcription factors associated with regions with increased chromatin accessibility. TEAD2 was enriched in regions with accessible chromatin in the shaking group but not in the adherent group (Fig. 3b and Supplementary Fig. 1). These results suggest that the YAP-TEAD transcriptional cascade is a crucial mediator of circadian rhythm attenuation in shaking cultures.

**Fig. 3:**
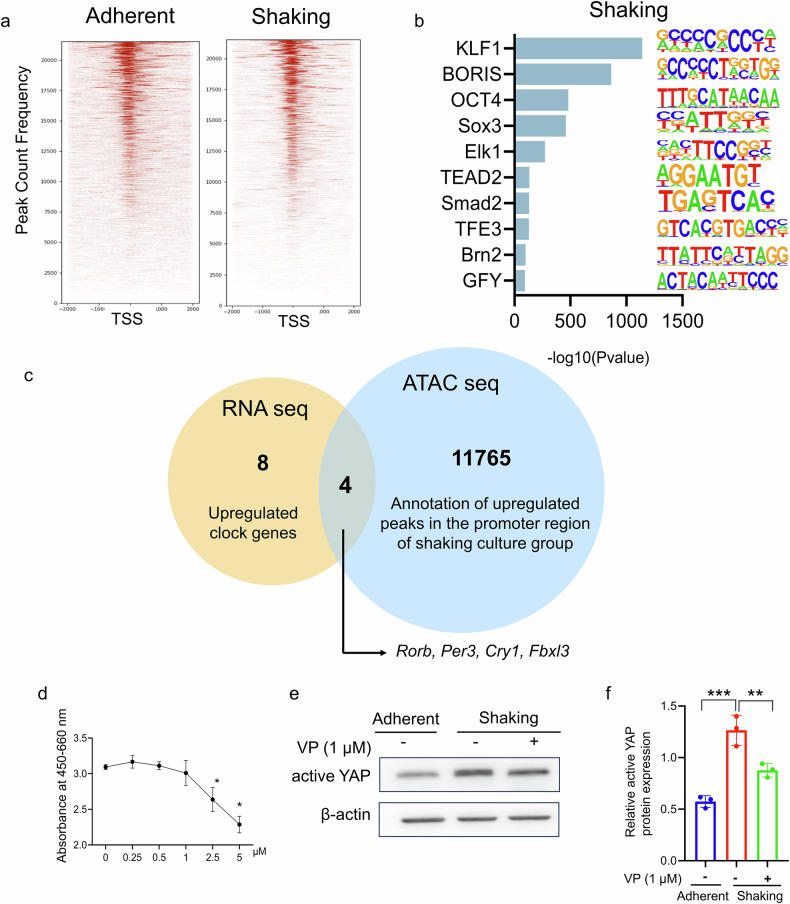
Prediction of potential target genes of TEAD using combined RNA-seq and ATAC-seq. **a** Heatmap analysis of average profile binding in TSS regions. **b** Top 10 motifs enriched in the promoters of upregulated genes in the shaking group. **c** Venn diagram showing the overlap between the upregulated genes identified using RNA-seq and the genes with increased chromatin accessibility of the promoter regions identified using ATAC-seq. The overlap represents the genes present in both datasets. **d** Cytotoxicity assay of iPSC-EBs treated with the YAP-TEAD interaction inhibitor verteporfin (VP) at concentrations ranging from 0 to 5 μM. Asterisks indicate significant differences compared with the untreated group. **e** Western blot analysis of the YAP nuclear translocation marker (active YAP) in the adherent and shaking groups with or without VP treatment. **f** Quantitative analysis of active YAP expression using ImageJ software. Expression levels were normalized to that of β-actin. **P < 0.01, ***P < 0.001 (one-way ANOVA and Tukey’s test; *n* = 3).

We then searched for the genes regulated by TEAD. The genes activated by YAP-TEAD-mediated transcription were expected to show increased expression and greater promoter region chromatin accessibility in shaking cultures. Analyzing the upregulated circadian rhythm-related genes in the RNA-seq data (Supplementary Table 1) and cross-referencing them with genes showing increased promoter region peaks in the ATAC-seq data led to the identification of the following four candidate genes: *Rorb, Per3, Cry1*, and *Fbxl3* (Fig. 3c). 

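Npas2, a partner of BMAL1 in place of CLOCK, had the largest increase in shaking culture among the listed genes of a core clock list, while Prkag3, which heads Supplementary Table 1, rose more. It rose from 0.893 ± 0.0700 CPM (SD, n = 2) in adherent culture to 5.92 ± 1.27 in shaking culture, a fold of 6.62 (log2 fold change 2.73, standard error 0.24, adjusted p = 7.4e-12 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and lies on chromosome 1, 39193702 to 39363240 of mm10. Rorb, a nuclear receptor that acts on Bmal1, rose from 0.133 ± 0.0610 to 0.520 ± 0.0481 CPM (SD, n = 2 each; log2 fold change 1.93, standard error 0.47), and lies on chromosome 19, 18930609 to 19111196. Only 6 and 3 reads of Rorb were counted in the adherent libraries and 15 and 19 in the shaking libraries. Prkag3, a regulatory subunit of the energy sensor AMPK, rose from 0.134 ± 0.0189 to 1.89 ± 0.119 CPM (SD, n = 2 each), and lies on chromosome 1, 74738922 to 74749471.
Of 28 core clock genes, fixed before the data were examined, 3 were higher (Npas2, Rorb and Hlf), 3 were lower (Bhlhe40, Arntl2 and Fbxl21) and 22 were not listed at an adjusted p under 0.05 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, with equal counts when adjusted over the list alone. Hlf, a PAR bZIP factor driven by the clock, had a log2 fold change of 1.56. Bhlhe40, a repressor of CLOCK and BMAL1, fell from 234 ± 4.59 to 96.3 ± 5.02 CPM (SD, n = 2 each), and Arntl2, a paralog of Bmal1, had -1.21. Fbxl21, a paralog of Fbxl3, had -1.27 and was named after its values were seen. Per3, Cry1 and Fbxl3, which the paper gives as higher at folds under 2, are not listed, nor are Clock, Arntl (Bmal1), Per1, Per2, Cry2 and Nr1d1. Of 7 AMPK subunit genes Prkag3 was higher and 6 were not listed.
The KEGG pathway of circadian rhythm had 3 genes higher and 2 lower of 34, and in the authors' deposited table its enrichment p adjusted by the authors is 0.0778. There, 240 of 322 pathways have such a p under 0.05. Of the 8 genes in Supplementary Table 1, a list the study drew from these samples, 3 are in the gene table with folds of 13.7, 6.62 and 3.81 for Prkag3, Npas2 and Rorb, and 5 are not. The paper gives these 5 as higher in shaking culture at folds of 1.28 to 1.79, below the limit of 2 for the gene table, with Cry1 at 1.58 and Fbxl3 at 1.35. The call for Rorb ended in DESeq2 with the recovered library sizes, at a log2 fold change of 1.96, against 1.93 in edgeR, and an adjusted p of 0.0644, against 4.2e-04 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment and a range of 2.2e-06 to 0.0278 over the other fits. The calls for Arntl2 and Fbxl21 both ended with median-ratio size factors and in DESeq2's default fit. Fbxl21 also had an adjusted p of 0.0574 in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment over all genes the authors tested. That adjustment gives each gene outside the test a p of 1, so it is stricter than one on the authors' own p-values. The call for Fbxl21 also ended without shaking replicate 1 (log2 fold change -0.83) and in DESeq2 with the recovered library sizes (-1.30).
The paper reasons that genes activated through YAP-TEAD would be both more expressed and more accessible at their promoters in shaking culture, and takes as candidates the genes found on both sides.

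**Figure D3:**
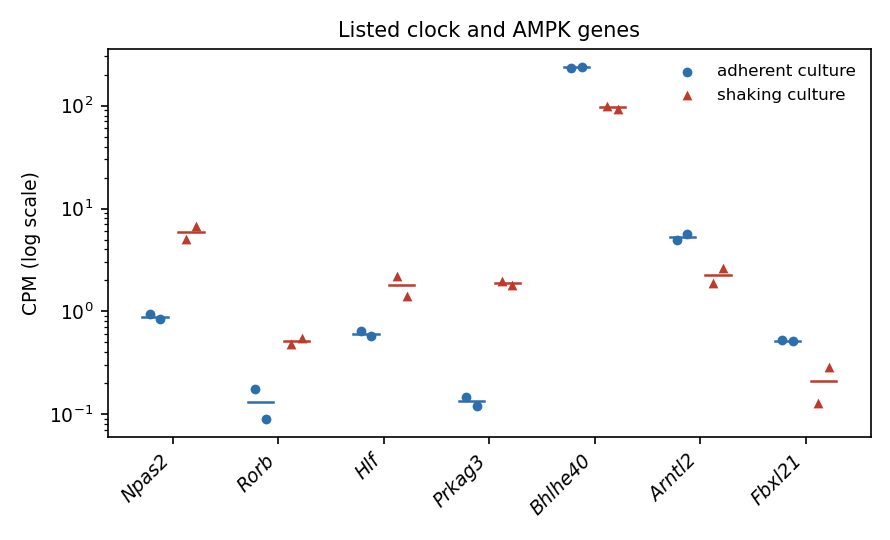
CPM (vertical axis, log scale) of the listed clock genes and of Prkag3 in each library, with circles for adherent and triangles for shaking culture and a line at the mean of 2 replicates. Npas2, Rorb, Hlf and Prkag3 are higher in both shaking libraries and Bhlhe40, Arntl2 and Fbxl21 lower. The call for Arntl2 ended with median-ratio size factors, which take these selected genes as unchanged. That for Fbxl21 depended on the scaling, the test, a single shaking library and an adjustment that gives genes outside the test a p of 1.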

Although Per1, Per2, and Per3 participate in the circadian rhythm feedback loop, targeted Per3 disruption in mice only slightly affects the circadian phenotype [24]. Therefore, we focused on *Rorb*, *Cry1*, and *Fbxl3* in the subsequent experiments.

The YAP-TEAD inhibitor verteporfin (VP) [25] was added to the cultures. A 1 μM concentration was used because higher concentrations significantly increased cytotoxicity (Fig. 3d). Western blot analysis showed that the shaking condition increased nuclear YAP (active YAP), which were attenuated by VP treatment (Fig. 3e, f).

If the candidate genes are regulated by YAP-TEAD, binding of TEAD to the promoter regions of the genes should be higher in the shaking group than in the adherent group and should be weakened by VP treatment, thereby reducing gene expression. To confirm this, chromatin immunoprecipitation (ChIP) assays were conducted to detect changes in the binding of TEAD to the three candidate molecules. Only Fbxl3 showed a significant increase in TEAD binding under shaking conditions, which was reduced by VP treatment (Fig. 4a Supplementary Fig. 2). ChIP-qPCR confirmed the binding of TEAD to the Fbxl3 promoter (Fig. 4b). The accessible chromatin region in the Fbxl3 promoter exhibited a higher ATAC peak in the shaking group and contained a TEAD-binding site (Fig. 4c). These findings suggest that Fbxl3 is a target of the YAP-TEAD transcriptional cascade, which modulates oscillatory clock gene expression.

**Fig. 4:**
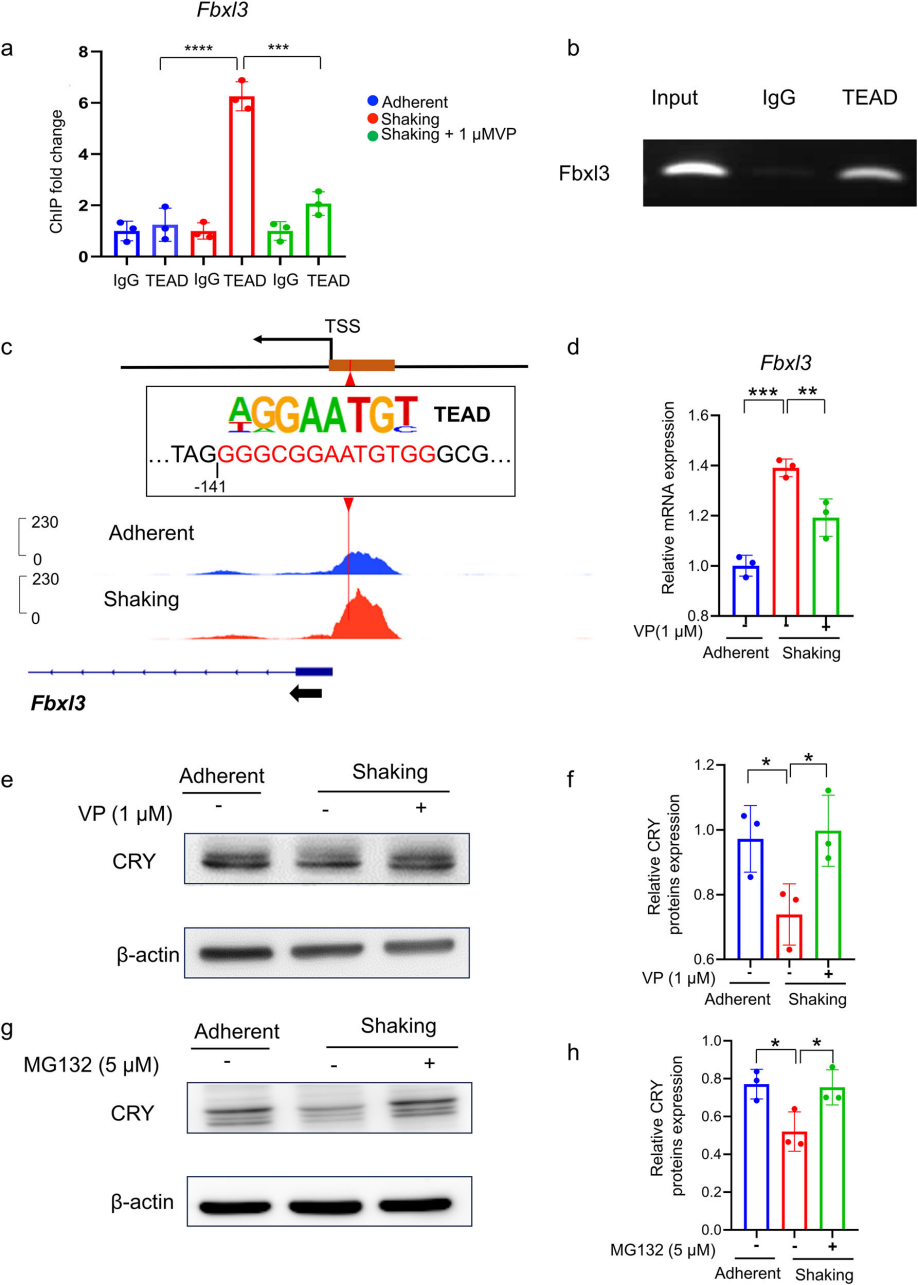
*Fbxl3* is a target gene of TEAD and affects circadian rhythms by regulating the ubiquitination of CRY proteins. **a** ChIP-qPCR analysis of the interaction between TEAD and the *Fbxl3* promoter. The input represents an aliquot of total DNA. **b** ChIP-qPCR analysis of binding between TEAD and the *Fbxl3* promoter under adherent and shaking conditions with or without VP treatment. **c** Schematic representation of the Fbxl3 promoter and predicted TEAD binding site. Predictions were performed using the JASPAR software. Genome browser track of ATAC-seq peaks for Fbxl3 showing higher peaks at promoter regions in the shaking culture group, with the predicted binding site located among them. **d** Real-time RT-PCR analysis of the relative expression level of *Fbxl3*. **e** Western blot analysis of CRY proteins, whose increased degradation in the shaking culture group disrupts the feedback loops of the circadian rhythm. **f** Quantitative analysis of CRY protein expression performed using ImageJ software. Expression levels were normalized to that of β-actin. **g** Western blot analysis of CRY proteins under adherent and shaking conditions with or without 5 μM MG132 treatment. **h** Quantitative analysis of CRY protein expression performed using ImageJ software. Expression levels were normalized to that of β-actin. *P < 0.05, **P < 0.01, ***P < 0.001 (one-way ANOVA and Tukey’s test; *n* = 3).

Fbxl3 plays a role in circadian rhythm regulation, and its upregulation can result in abnormal CRY protein degradation [26], potentially disrupting the feedback loop of clock gene oscillations. To examine whether the interaction among TEAD, FBXL3, and CRY contributes to circadian rhythm attenuation in shaking cultures, we analyzed Fbxl3 mRNA and CRY protein expression levels. In the shaking group, Fbxl3 was upregulated (Fig. 4d) whereas CRY was downregulated, whereas this phenomenon was reversed by VP treatment (Fig. 4e, f). Because CRY degradation is ubiquitin-mediated, the ubiquitin-proteasome inhibitor MG132 was added to the shaking group. MG132 treatment upregulated the CRY protein in the shaking group by inhibiting ubiquitin-mediated degradation (Fig. 4g, h), implying that CRY protein degradation in this group was mediated by Fbxl3-driven ubiquitination. These findings demonstrate that the TEAD-FBXL3-CRY axis is involved in disrupting the negative circadian feedback loop in shaking cultures.

### Treatment with a YAP-TEAD inhibitor restored the rhythmic expression of clock genes in the shaking culture during osteogenic differentiation of iPSCs

We investigated whether the inhibition of the YAP-TEAD interaction could restore the rhythmic expression of clock genes in shaking cultures. VP was added to the shaking culture during osteogenic induction. *Clock, Bmal1*, and *Npas2* expressions were analyzed in the culture groups with or without VP treatment (Fig. 5a). VP treatment resulted in a decreasing *P* value in the shaking group on day 2 of osteogenic differentiation, although this value did not fall below 0.05 (Fig. 5b, c). VP treatment significantly increased the robustness value in the shaking culture group compared with that in the untreated cells, although it remained lower than that in the adherent group (Fig. 5d). After 30 d of VP treatment, the shaking group exhibited clear rhythmic clock gene expression (*P* < 0.05 and increased robustness values; Fig. 5e–g). These results suggest that the inhibition of YAP-TEAD-mediated transcription restores the attenuated rhythmic expression of clock genes in the shaking culture.

**Fig. 5:**
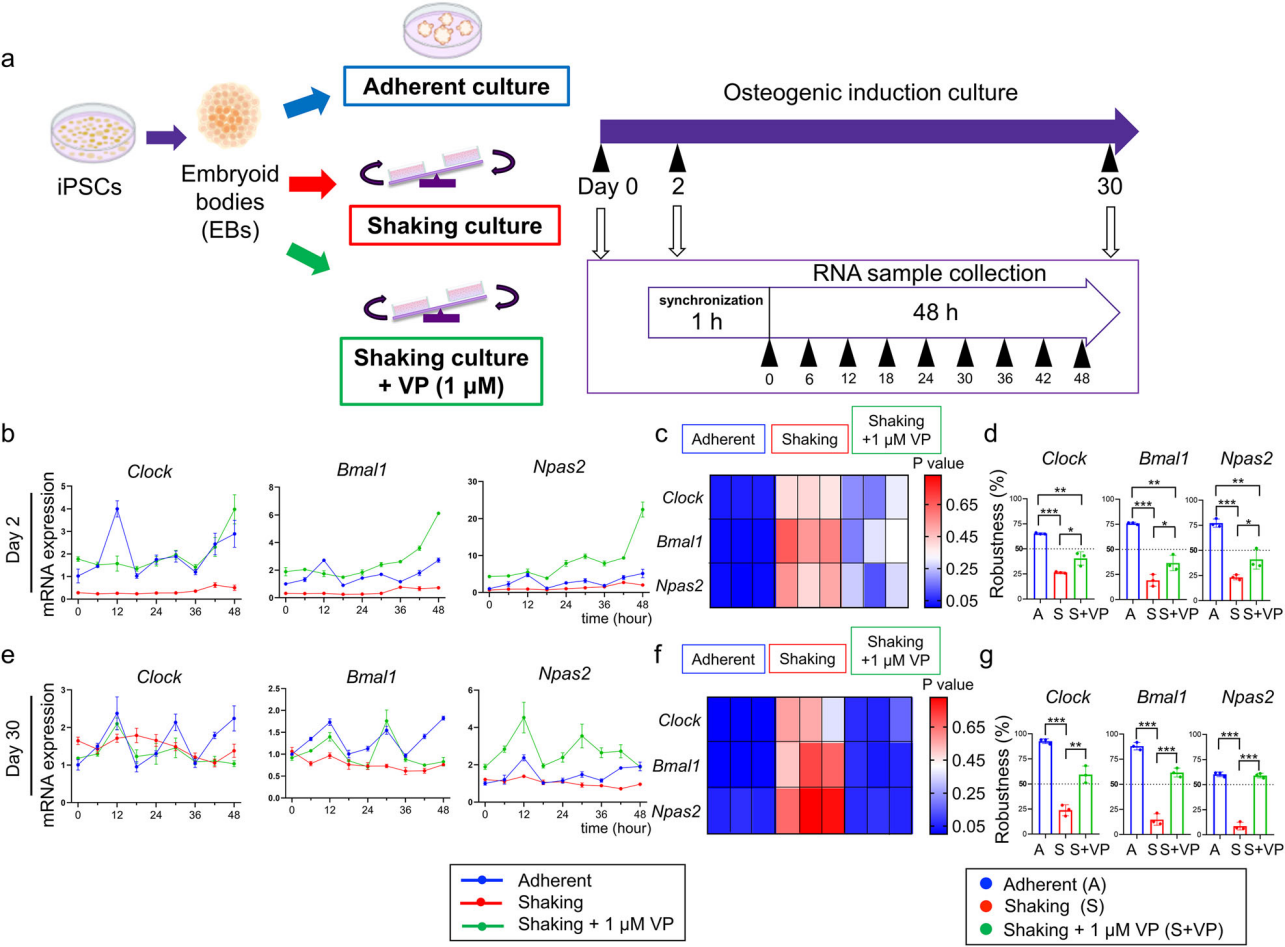
VP treatment restores the rhythmic expression of clock genes in the shaking culture. **a** Schematic illustration of the time course for measuring circadian rhythms. Real-time RT-PCR analysis of *Clock*, *Bmal1*, and *Npas2* mRNA levels at specified time points in iPSC-EBs on days 2 (**b**) and 30 (**e**). *P* values were obtained using Cosinor software by comparing the real-time RT-PCR curve to the standard cosine curve on days 2 (**c**) and 30 (**f**). Three grids in each group represent triplicate experiments. Robustness values were obtained on days 2 (**d**) and 30 (**g**) using Cosinor software. *P < 0.05, **P < 0.01, ***P < 0.001 (one-way ANOVA and Tukey’s test; *n* = 3).

### Inhibition of YAP-TEAD interaction promoted osteogenic differentiation of iPSCs in the shaking culture

To investigate the effect of TEAD-mediated rhythm regulation on osteogenesis, VP was added to the shaking culture during osteogenic induction. The VP-treated shaking group showed significantly upregulated osteogenic marker genes Runt-related transcription factor 2 (*Runx2*), osteocalcin (*Ocn*), and type 1 collagen (*Col1a1*) (Fig. 6a). Western blot analysis confirmed the increased levels of OCN and COL1A1 in the VP-treated group (Fig. 6b–e).

**Fig. 6:**
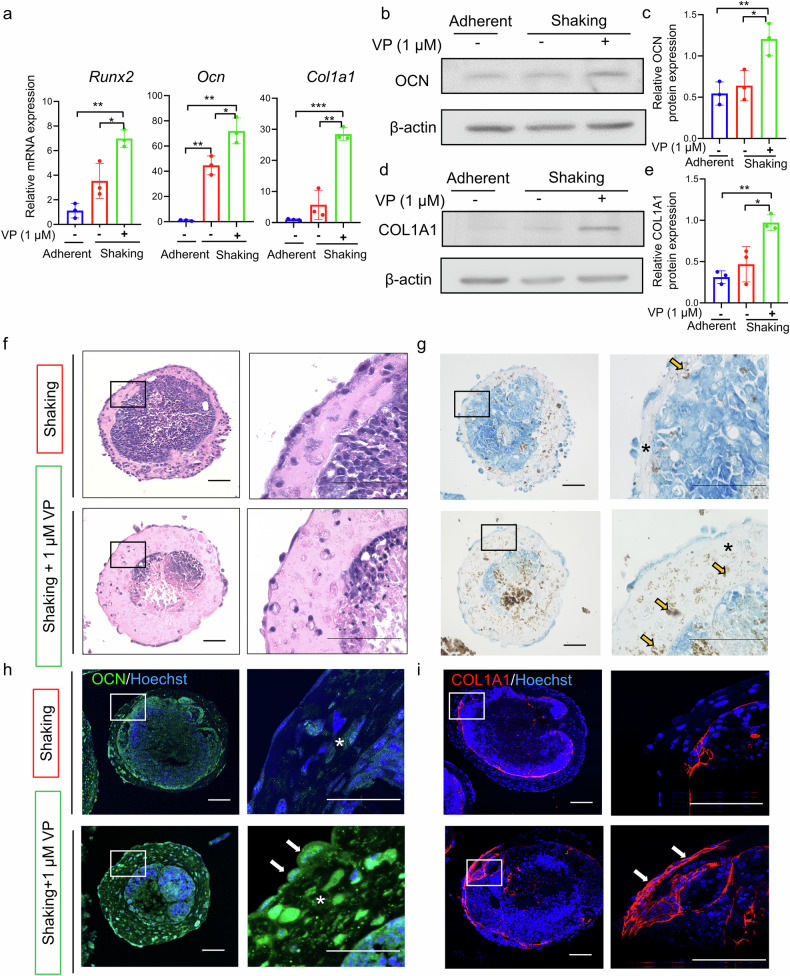
YAP-TEAD interaction inhibitor enhances the osteogenic differentiation of iPSC-EBs. **a** Real-time RT-PCR analysis of the mRNA levels of the osteogenic genes *Runx2*, *Col1a1*, and *Ocn* after 30 d of osteogenic induction. **b** Western blot analysis of the osteogenic marker OCN. **c** Quantitative analysis of OCN expression using ImageJ software. Expression levels were normalized to that of β-actin. **d** Western blot analysis of the osteogenic marker COL1A1. **e** Quantitative analysis of COL1A1 expression using ImageJ software. Expression levels were normalized to that of β-actin. *P < 0.05, **P < 0.01, ***P < 0.001 (one-way ANOVA and Tukey’s test; *n* = 3). **f**, **g** H&E and von Kossa staining of osteogenically induced iPSC-EB after 30 d of culture. Asterisks indicate osseous-like tissue regions and yellow arrows highlight calcified nodules. **h**, **i** Immunofluorescence staining analysis of OCN and COL1A1 in iPSC-EBs. Asterisks indicate osseous-like tissue regions, and white arrows mark positive cell staining for type I collagen and osteocalcin. Scale bars, 50 μm.

The effect of VP-induced rhythmic restoration on the osteogenic differentiation of iPSCs in shaking cultures was evaluated histologically. Hematoxylin and eosin (H&E) staining revealed that osteogenically induced iPSCs had an inner core of disorganized cell clusters surrounded by layers of bone-like structures, with cell nuclei embedded within an abundant bone-like extracellular matrix. On the outer surface, the cells are arranged in multiple layers or monolayers. The bone-like structural layers were thicker in the VP-treated group (Fig. 6f). von Kossa staining confirmed abundant calcification in the peripheral bone-like matrix with thicker layers and more calcified nodules in the VP-treated group, suggesting increased osteogenic differentiation (Fig. 6g).

We examined the distribution of osteogenic markers via immunofluorescence staining. OCN, a bone matrix protein secreted by osteoblasts, is expressed throughout the bone-like matrix and peripheral cell layers. Compared with the sporadic distribution in the untreated group, the VP-treated group exhibited stronger and increased OCN expression (Fig. 6h). COL1A1 expression was mainly localized in the peripheral cell layer and in some cells within the bone-like areas. Similarly, COL1A1 expression was more pronounced and widespread in the VP-treated group (Fig. 6i).

## Discussion

In mechanobiology, mechanical factors have become integral to culture models used in tissue engineering. In particular, shaking culture modifies cellular morphology and intercellular contacts while delivering sustained hydrodynamic shear and tension to cells [27, 28]. In our previous study, iPSC-EBs in shaking cultures differentiated into well-organized 3D bone- or cartilage-like structures, demonstrating that mechanical forces can guide stem cell lineage specification [13, 28]. Elucidating how mechanical stimuli affect circadian rhythms in tissue engineering can contribute to the improvement of tissue engineering approaches and the development of novel therapeutic strategies.

In this study, iPSC-EBs maintained robust circadian oscillations under adherent conditions but exhibited attenuated rhythms in shaking cultures. These results aligned with recent findings that biomechanical forces differentially affect circadian rhythms across cell types. Fibroblasts exhibit more robust circadian oscillations on stiff substrates, whereas epithelial cells exhibit stronger rhythmicity on soft matrices, possibly because of differential regulation by myocardin-related transcription factors [29]. NIH3T3 fibroblasts seeded in larger areas with greater traction forces exhibited reduced circadian oscillations of Rev-erbα, and this effect was independent of cell–cell adhesions and negatively correlated with nuclear YAP [23]. Overall, mechanical stimuli are important in intracellular circadian rhythm regulation and ultimately affect the systemic circadian clock.

We elucidated the molecular mechanisms underlying circadian rhythm attenuation in iPSC-EBs in shaking cultures. KEGG enrichment analysis revealed significant suppression of ECM-receptor interaction and focal adhesion pathways in shaking cultures, likely reflecting reduced cell–cell contacts. Focal adhesion components were downregulated in 3D-cultured iPSCs compared with 2D cultures [30]. Notably, the Hippo signaling pathway was enriched (Fig. 2d). Inhibition of the Hippo signaling pathway dephosphorylates YAP, enabling its nuclear translocation and function as a transcriptional coactivator with TEAD [31]. YAP lacks a DNA-binding domain and relies on TEAD for transcriptional regulation; when the Hippo pathway is activated, YAP is phosphorylated, preventing its nuclear translocation and impairing TEAD target gene regulation [32, 33].

Significant enrichment of the TEAD2 motif was identified in the shaking group, reinforcing the role of YAP-TEAD in cellular responses to mechanical stress (Fig. 3b). YAP-TEAD signaling influences various cellular processes [34], and increased TEAD-driven transcription disrupts Rev-erbα circadian regulation [23]. In addition, YAP nuclear translocation can be influenced by cytoskeletal dynamics, which are regulated by the RhoA/ROCK pathway [35]. Excessive mechanical strain can also inhibit circadian rhythms in nucleus pulposus cells via the RhoA/ROCK pathway [36]. These findings suggest that the YAP-TEAD transcriptional cascade is a key mediator of circadian rhythm disruption in shaking cultures.

We examined the YAP-TEAD target genes affecting core circadian genes, focusing on *Fbxl3*, which regulates CRY ubiquitination and degradation [37, 38]. Fbxl3 mRNA and CRY protein expression levels confirmed that TEAD-mediated Fbxl3 upregulation enhanced CRY degradation in the shaking culture. Consequently, the abnormal CRY accumulation attenuated the oscillations of the core clock genes in the shaking group, which was reversed by VP treatment. These results indicate that the shaking culture modulated cellular rhythmicity via the TEAD-FBXL3-CRY axis, clarifying how mechanical environments regulate circadian rhythms.

In the present study, VP treatment effectively promoted the osteogenic differentiation of iPSC-EBs. VP has been shown to inhibit YAP/β-catenin signaling and reduce osteogenesis in tendon stem cells [39]. YAP plays different roles in osteoblast differentiation at various stages of mouse embryonic development [40]. VGLL4, another YAP-TEAD inhibitor, promotes Runx2 activity and osteoblast differentiation in mesenchymal stem cells [41]. YAP can also directly interact with the Runx2 protein through the PY motif in osteoblasts and regulate Runx2 activity [42]. YAP knockout leads to reduced expression of osteogenic genes such as *Runx2* and *Sp7*, resulting in bone loss [40]. Thus, the effects of YAP signaling on osteogenic differentiation are complex, potentially involving both direct regulation and mediation through circadian rhythms.

Previous studies implicated the YAP/TAZ activity in promoting osteogenic differentiation. TAZ has been reported to function as an endogenous coactivator of Runx2 and to play a role in the differentiation process of mesenchymal stem cells (MSCs) into osteoblasts [43]. Additionally, it has been demonstrated that YAP and TAZ cooperatively regulate transcriptional events downstream of Runx2 activation, playing an essential role in osteogenic differentiation of MSC [44]. Our results indicated that YAP/TEAD activation suppressed osteogenesis in the shaking culture. This discrepancy was likely because YAP functions as a transcriptional coactivator in shaking culture to induce the TEAD-Fbxl3-CRY axis rather than cooperating with TAZ directly binding to DNA. Notably, VP did not affect the osteogenic differentiation of iPSC-EBs in adherent cultures (Supplementary Fig. 3) but significantly promoted differentiation in shaking cultures. This may be attributed to circadian rhythms being attenuated in shaking cultures but being well-maintained in adherent cultures. Our findings suggest that VP may be used as a small molecule-based strategy for alleviating osteogenic deficits caused by circadian rhythm disruption.

In conclusion, TEAD mediates circadian rhythm attenuation in iPSCs in shaking cultures during osteogenic differentiation through the TEAD-Fbxl3-CRY axis (Fig. 7). This study revealed the relationship between the circadian rhythm, mechanical force, and osteogenic differentiation of iPSCs and provides a theoretical basis for the development of improved methods for iPSC-based bone-organoid fabrication.

**Fig. 7:**
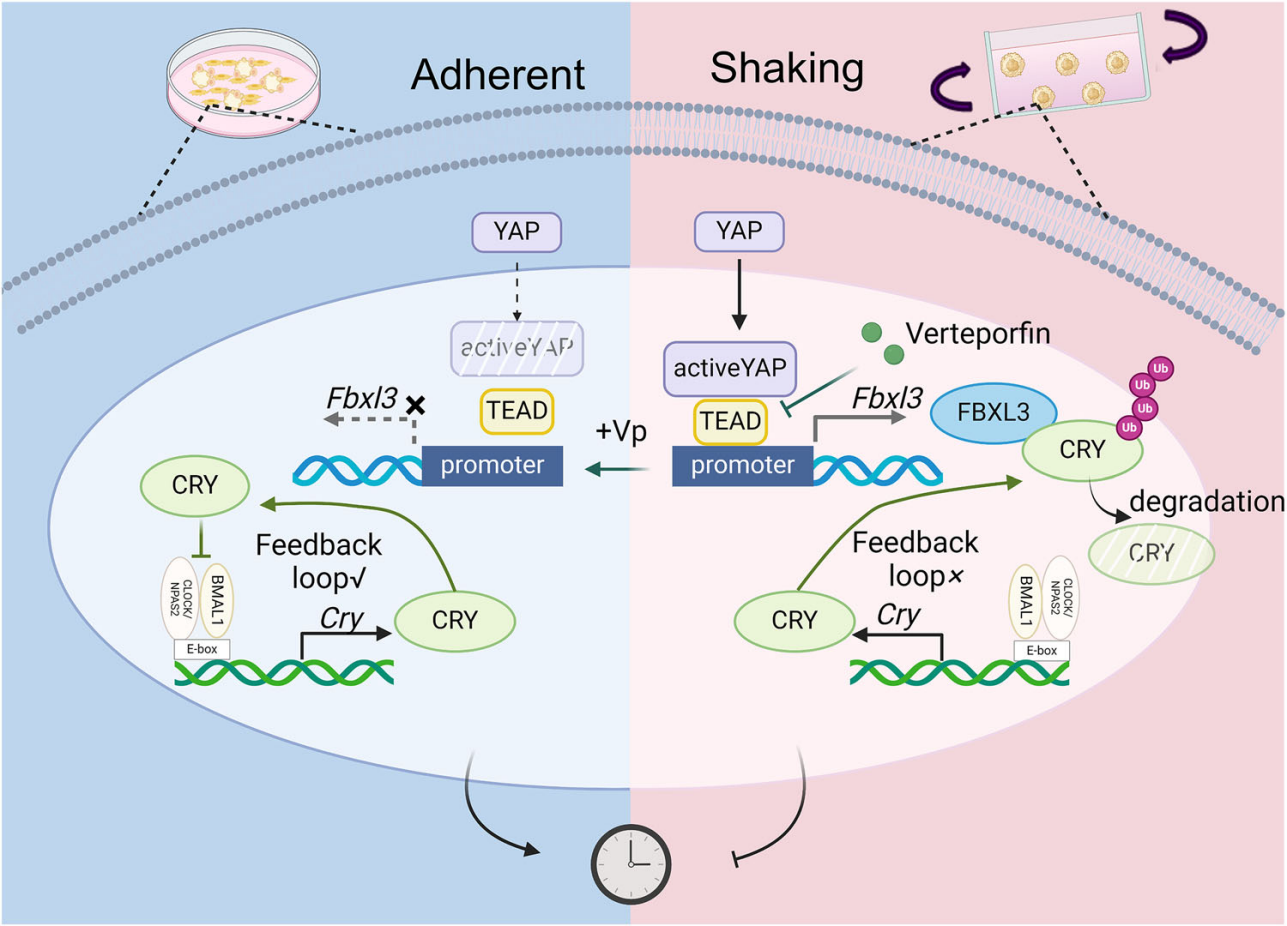
Schematic of the mechanism by which shaking culture attenuates the rhythmic oscillation of clock genes. The mechanical force from the shaking culture activates YAP signaling, promoting Fbxl3 transcription via the TEAD transcription factor. FBXL3 binds to CRY proteins and triggers their ubiquitination and degradation. When abnormally degraded, CRY proteins, which are key regulators of the circadian negative feedback loop, disrupt the loop, leading to the loss of the rhythmic expression of *Clock, Bmal1*, and *Npas2*. This effect is reversed by the addition of verteporfin, which prevents TEAD from initiating *Fbxl3* transcription. Consequently, normally expressed CRY proteins suppress the transcriptional activation of the CLOCK/NPAS2-BMAL1 complex. This complex activates Cry transcription, forming an effective negative feedback loop.

## Materials and methods

### Mouse iPSC maintenance on feeder cells

Mouse iPSCs were derived from gingival fibroblasts of C57BL/6J mice, as previously established [45]. iPSCs were maintained on inactivated SNL feeder cells in an ES medium containing Dulbecco’s modified eagle medium with 4.5 g/L glucose without sodium pyruvate (Nacalai Tesque, Kyoto, Japan), 15% fetal bovine serum (FBS) (Biosera, France), 2 mM l-glutamine, 50 µg/mL penicillin (50 U)-streptomycin (Wako Pure Chemical Corporation, Japan), 1 × 10^−^^4 ^M nonessential amino acids, and 1 × 10^−4 ^M 2-mercaptoethanol (Thermo Fisher Scientific, MA, USA). The cells were passaged every 5–6 d.

### Osteogenic induction culture under adherent and shaking conditions

Osteogenic induction of iPSCs was performed as previously described [13]. After embryoid body (EB) formation using low-attachment culture dishes, 1 mM retinoic acid (Wako Pure Chemical Corporation) was added to the ES medium for 2 d [46].

For the adherent culture, the EBs were seeded in 0.1% gelatin-coated six-well plates and the medium was switched to osteogenic induction medium containing alpha minimum essential medium (Nacalai Tesque), 15% FBS (Thermo Fisher Scientific), 0.01 µM dexamethasone, 10 mM β-glycerophosphate, 50 µg/mL ascorbate-2-phosphate (Sigma-Aldrich, MO, USA), and 1% antibiotic-antimycotic solution (Thermo Fisher Scientific).

For the shaking culture, EBs were cultured in low-attachment culture flasks (Thermo Fisher Scientific) containing an osteogenic induction medium. The flasks were then placed on a seesaw shaker with a constant frequency of 0.3 Hz. In both groups, the osteogenic medium was replaced every 2 d.

### Real-time reverse transcription-PCR (RT-PCR) analysis

To examine the clock gene expression profile after 0, 2, 20, and 30 d of osteogenic induction, 0.1 mM dexamethasone was applied to the cells for synchronization 2 h before total RNA extraction, as described previously [47] (Fig. 1a). Real-time RT-PCR was performed using TaqMan™ Fast Advanced Master Mix (Thermo Fisher Scientific) and TaqMan probes (*Clock* [Mm00455950_m1], *Bmal1* [Mm00500223_m1] and *Npas2* [Mm01239312_m1]). Osteogenic gene expression was analyzed using Thunderbird SYBR qPCR Mix (Toyobo, Osaka, Japan). The primer sequences are listed in Supplementary Table 2.

To quantify rhythmic oscillations, a 48-hour cycle of gene expression was analyzed using Cosinor software (https://www.circadian.org/softwar.html). Cosinor simulates a cosine curve based on input data and provides several parameters for evaluating whether the dataset exhibits rhythmic oscillations [48]. The *P*-value was obtained by comparing the RT-PCR curve with the standard cosine curve. The robustness value indicates the regularity of the oscillations, with a larger value suggesting a more regular oscillation that signifies a better rhythmic pattern. *P* < 0.05 and robustness value > 50% indicate a rhythmic oscillation of gene expression.

### Western blotting

Total protein was extracted using radioimmunoprecipitation Assay buffer (Wako Pure Chemical Corporation) containing protease inhibitors (Cytoskeleton, USA). The proteins were mixed with 4x Laemmli sample buffer (Bio-Rad Laboratories, CA, USA) and loaded onto a sodium dodecyl sulfate-polyacrylamide gel. The separated proteins were transferred onto polyvinylidene fluoride membranes (Bio-Rad Laboratories) and blocked with 5% skim milk for 1 h at room temperature (RT). Primary antibodies were used to detect active YAP, CRY, COL1A1, OCN, and β-actin. Subsequently, the corresponding anti-mouse/rabbit IgG-horseradish peroxidase antibodies (Santa Cruz Biotechnology, TX, USA) were used. The antibodies used in this study are listed in Supplementary Table 3.

### RNA-seq and data analysis

Total RNA was collected from the cultures 2 d after osteogenic induction. The samples were treated with DNase (Thermo Fisher Scientific) to remove DNA. mRNA sequencing was performed on an Illumina 6000 platform (Macrogen, Japan) with a 101 bp read length. All adapters and low-quality reads were removed using FastQC. The R package ‘DESeq2’ was used for analysis, with a threshold of *P* value < 0.05 and fold change > ±1.2 for differentially expressed genes (DEGs). The KEGG pathways of the DEGs were identified using the KEGG Orthology-Based Annotation System.

### ATAC-seq

Cell pellets (1 × 10^5^ cells per vial) were collected from the cultures 2 d after osteogenic induction. ATAC-seq was performed as previously described [49]. SAMtools [50] and deepTools [51] were used to remove low-quality mapped reads and convert BAM files into bigWig files, respectively. Random genomic regions equal in number and size to the ATAC peaks were selected, and their average coverage signals were measured to determine the background value. Peaks were annotated using the annotatePeaks.pl script in the HOMER package.

### ChIP assays

ChIP was performed using a chromatin immunoprecipitation kit (Cell Signaling Technology) following the manufacturer’s instructions. Proteins and DNA were cross-linked, lysed, and enzymatically digested into suitable DNA fragments (150–900 bp). Two percent of the samples were removed as input samples before antibody incubation. Next, the samples were incubated with TEAD antibody (Pan-TEAD, 1 μg; Cell Signaling Technology) and Protein G Agarose Beads sequentially at 4 °C with rotation. The immunoprecipitated complexes were de-crosslinked and purified to obtain the final DNA for qPCR. The primer sequences were designed based on the promoter regions of the ATAC sequences (Supplementary Table 4).

### Histological and immunofluorescence analyses

The paraffin-embedded iPSC-EB sections were deparaffinized and hydrated. For H&E staining, the sections were immersed in hematoxylin for 5 and eosin for 2 min, followed by dehydration. For methylene blue-counterstained von Kossa staining, the sections were treated with a 5% silver nitrate solution (Wako Pure Chemical Corporation) under ultraviolet light for 10 min, followed by 1% methylene blue solution (Muto Chemicals, Tokyo, Japan) for 5 min. For immunofluorescence staining, antigen was retrieved using 10 mM citrate buffer (pH 6.0; Wako Pure Chemical Corporation) for 10 min at 121°C before antibody incubation. The antibodies used are listed in Supplementary Table 3.

### Statistical analysis

Multiple groups were compared using one-way analysis of variance (ANOVA) with Dunnett’s or Tukey’s post-hoc test. Statistical significance was set at *P* < 0.05. Error bars represent standard deviation.

## Supplementary information

Supplementary Figures and Tables with Legends

Original western blots

## Data Availability

The datasets generated and/or analyzed during the current study are available from the corresponding authors on reasonable request. RNA and ATAC sequence data have been deposited in the GEO under accession code GSE291628.

# Supplementary material for: Shaking culture attenuates circadian rhythms in induced pluripotent stem cells during osteogenic differentiation through the TEAD-Fbxl3-CRY axis
**Source:** Cell Death Discov. 2025 May 24;11:252. doi: 10.1038/s41420-025-02533-6
**Supplement:** Supplementary file 1 — Supplementary Figures and Tables with Legends

**Supplementary Figures**

**Supplementary Fig. 1:**

**Top 10 motifs enriched in the promoters of the upregulated genes in the adherent culture group**. Related to Fig. 3b.

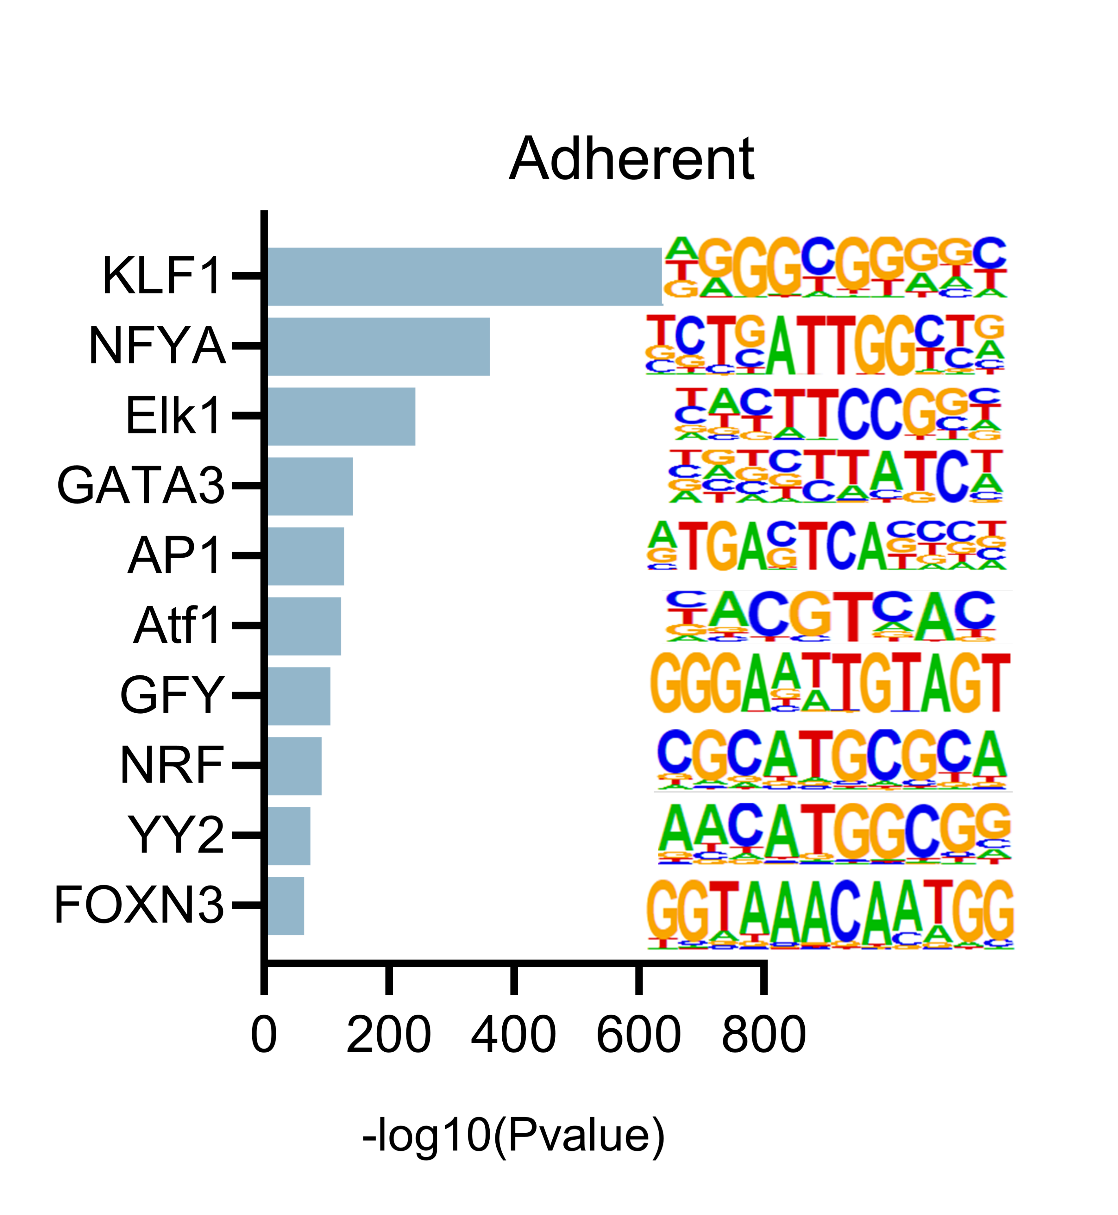

**Supplementary Fig. 2:**

**ChIP assay analysis of the interaction between TEAD and two other candidates***.* Related to Fig. 4a. **a** ChIP-qPCR analysis of the interaction between TEAD and the *Rorb* promoter. **b** ChIP-qPCR analysis of the interaction between TEAD and the *Cry1* promoter. The input represents an aliquot of total DNA. **P*<0.05, ****P*<0.001 *****P*<0.0001 (one-way ANOVA and Tukey’s test; n=3).

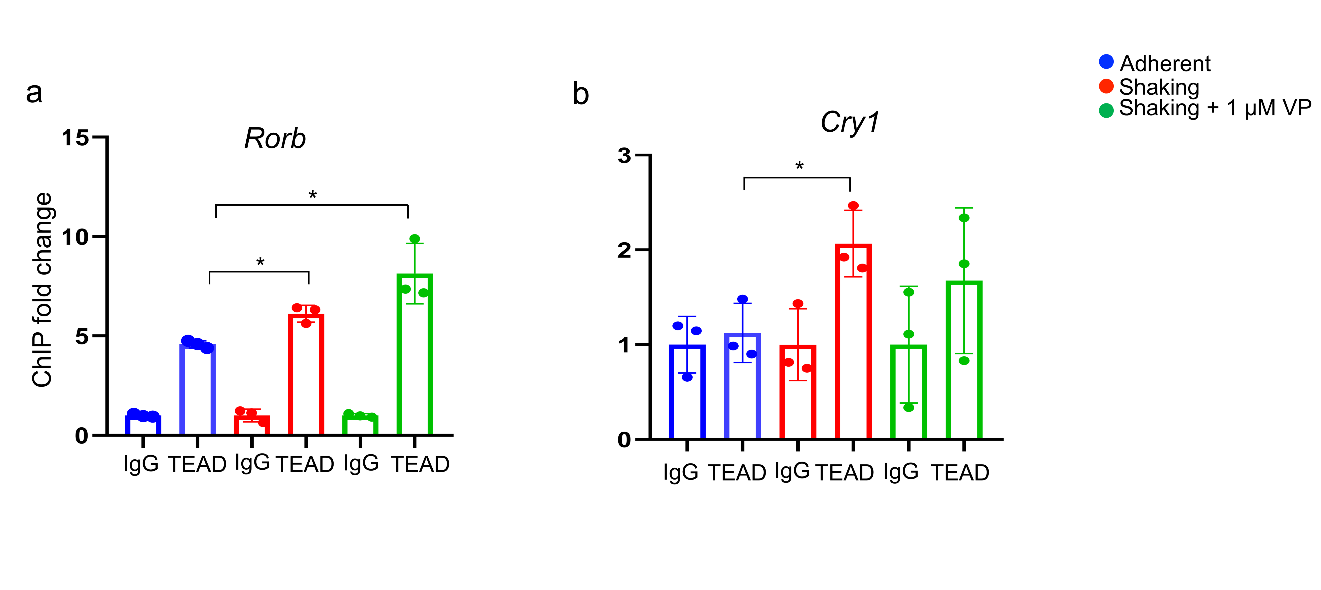

**Supplementary Fig. 3:**

**Effect of verteporfin treatment on the osteogenic differentiation of iPSC-EBs in adherent cultures. a** Real-time RT-PCR analysis of the mRNA levels of the osteogenic genes *Runx2*, *Col1a1*, and *Ocn* after 30 d of osteogenic induction. **b** Methylene blue-counterstained von Kossa staining of iPSC-Ebs cultured under adherent conditions with or without verteporfin treatment. ***P*<0.01 (one-way ANOVA and Tukey’s test; n=3).

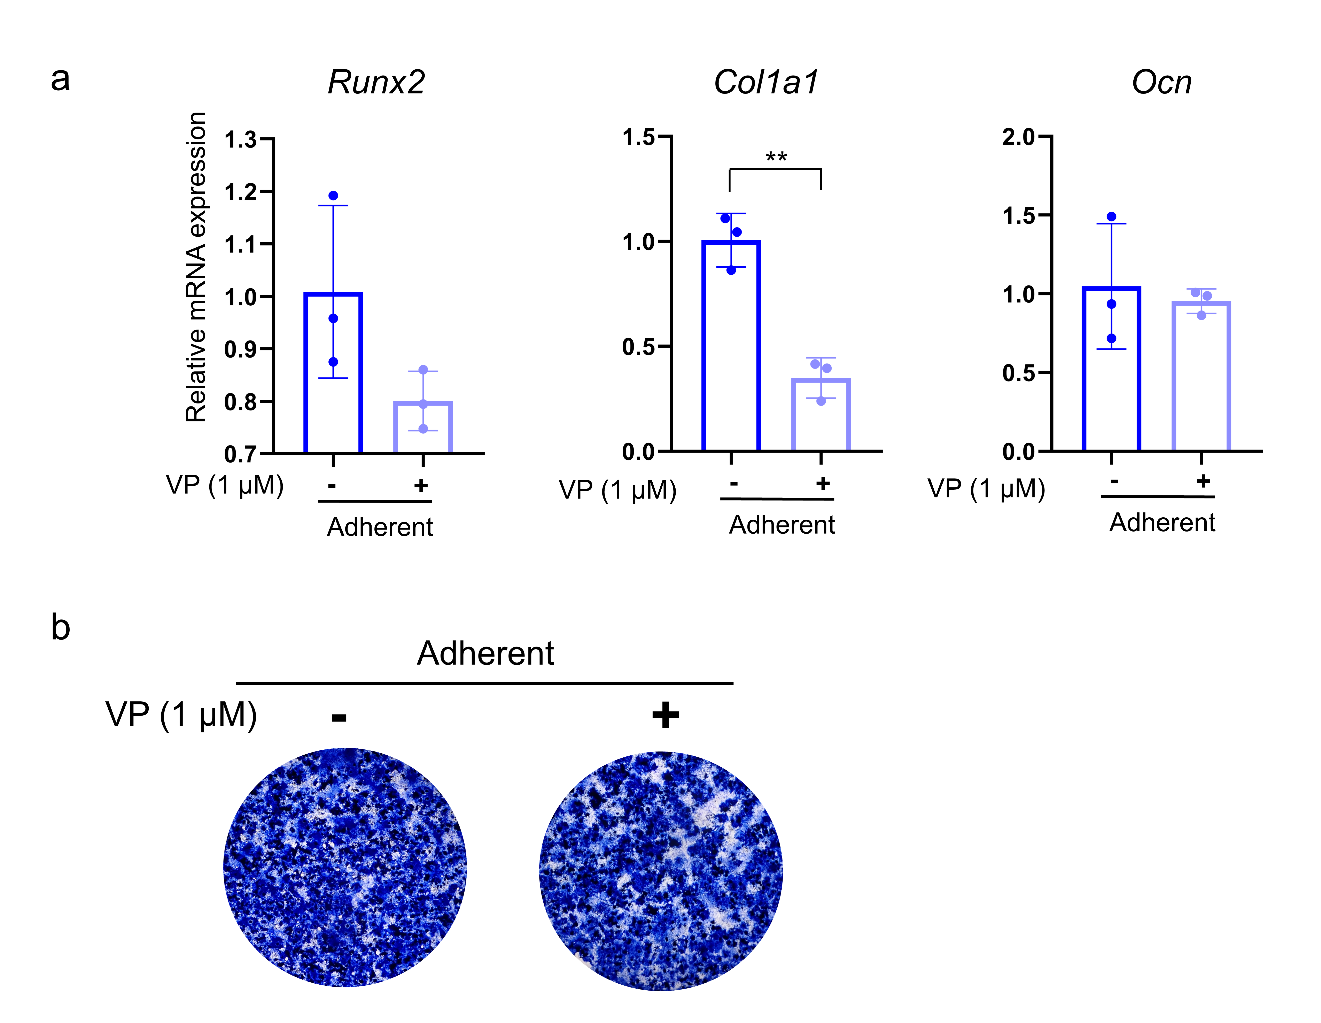

**Supplementary tables**

**Supplementary Table 1: Upregulated clock genes in RNA-seq**

| Rank | Gene | Gene_ID | FC |
| --- | --- | --- | --- |
| 1 | *Prkag3* | 241113 | 13.7396 |
| 2 | *Npas2* | 18143 | 6.6182 |
| 3 | *Rorb* | 225998 | 3.8099 |
| 4 | *Per3* | 18628 | 1.7911 |
| 5 | *Prkab1* | 19079 | 1.6757 |
| 6 | *Cry1* | 12952 | 1.5826 |
| 7 | *Fbxl3* | 50789 | 1.3495 |
| 8 | *Prkaa2* | 108079 | 1.2836 |

**Supplementary Table 2: Primer list for quantitative real-time RT-PCR.**

| **Target gene** | **Forward primer (5′-3′)** | **Reverse primer (5′-3′)** |
| --- | --- | --- |
| *Gapdh* | TGCACCACCAACTGCTTAG | GGATGCAGGGATGATGTTC |
| *Runx2* | CGGGCTACCTGCCATCAC | GGCCAGAGGCAGAAGTCAGA |
| *Col1a1* | TGTCCCAACCCCCAAAGAC | CCCTCGACTCCTACATCTTCTGA |
| *Ocn* | CCGGGAGCAGTGTGAGCTTA | AGGCGGTCTTCAAGCCATACT |
| *Fbxl3* | ACCACCTACAGTATGTCAGC | AGTCGAGATAAGTCCGAGAG |

**Supplementary Table 3: Antibody lists for immunostaining and western blotting**

| **Antibody** | **Cat No.** | **Manufacturer** | **immunostaining** Dilution, temperature, duration | **western blotting** Dilution, temperature, duration |
| --- | --- | --- | --- | --- |
| OCN | sc390877 | Santa Cruz | 1:80, 4℃, 8 h | 1:100, 4℃, 8 h |
| COL1A1 | NBP1-30054 | Novus Biologicals | 1:100, 4℃, 8 h | 1:1000, 4℃, 8 h |
| Active-YAP1 | ab205270 | Abcam | - | 1:800, 4℃, 8 h |
| CRY | 13997-1-AP | proteintech | - | 1:800, 4℃, 8 h |
| β-actin | 3700 | Cell signaling | - | 1:2000, 4℃, 8 h |
| Hoechst | H3569 | Invitrogen | 1:1000, 25℃, 8min | - |
| anti-rabbit IgG-HRP | 7074 | Cell signaling | - | 1:4000-1:2000, 25℃, 1 h |
| anti-mouse IgG-HRP | sc-516102 | Santa Cruz | - | 1:4000-1:1000,  25℃, 1 h |
| anti-mouse IgG-Alexa 488 | Ab150113 | Abcam | 1:500, 25℃, 1 h | - |
| anti-rabbit IgG-Alexa 647 | ab150075 | Abcam | 1:500, 25℃, 1 h | - |

**Supplementary Table 4: Primer list for ChIP (ATAC sequences)**

| **Target gene** | **Forward primer (5′-3′)** | **Reverse primer (5′-3′)** |
| --- | --- | --- |
| *Rorb* | TCTTTCCCAGAACACCAATTACTT | CTTAACCATTGAGCCACCTATACA |
| *Fbxl3* | AGATTGTGAGAGTCAAAGGAACAG | ATTGGTGTTCTTGTCATTTGGGTA |
| *Cry1* | CTGATTCAGTTGAGTTGCAGTTTT | CAAGGAGAGAAAGCAAAGGTGTTA |

# Supplementary material for: Shaking culture attenuates circadian rhythms in induced pluripotent stem cells during osteogenic differentiation through the TEAD-Fbxl3-CRY axis
**Source:** Cell Death Discov. 2025 May 24;11:252. doi: 10.1038/s41420-025-02533-6
**Supplement:** Supplementary file 2 — Original western blots

**Western blots in Fig. 3e and ChIP-qPCR assay in Fig. 4b**

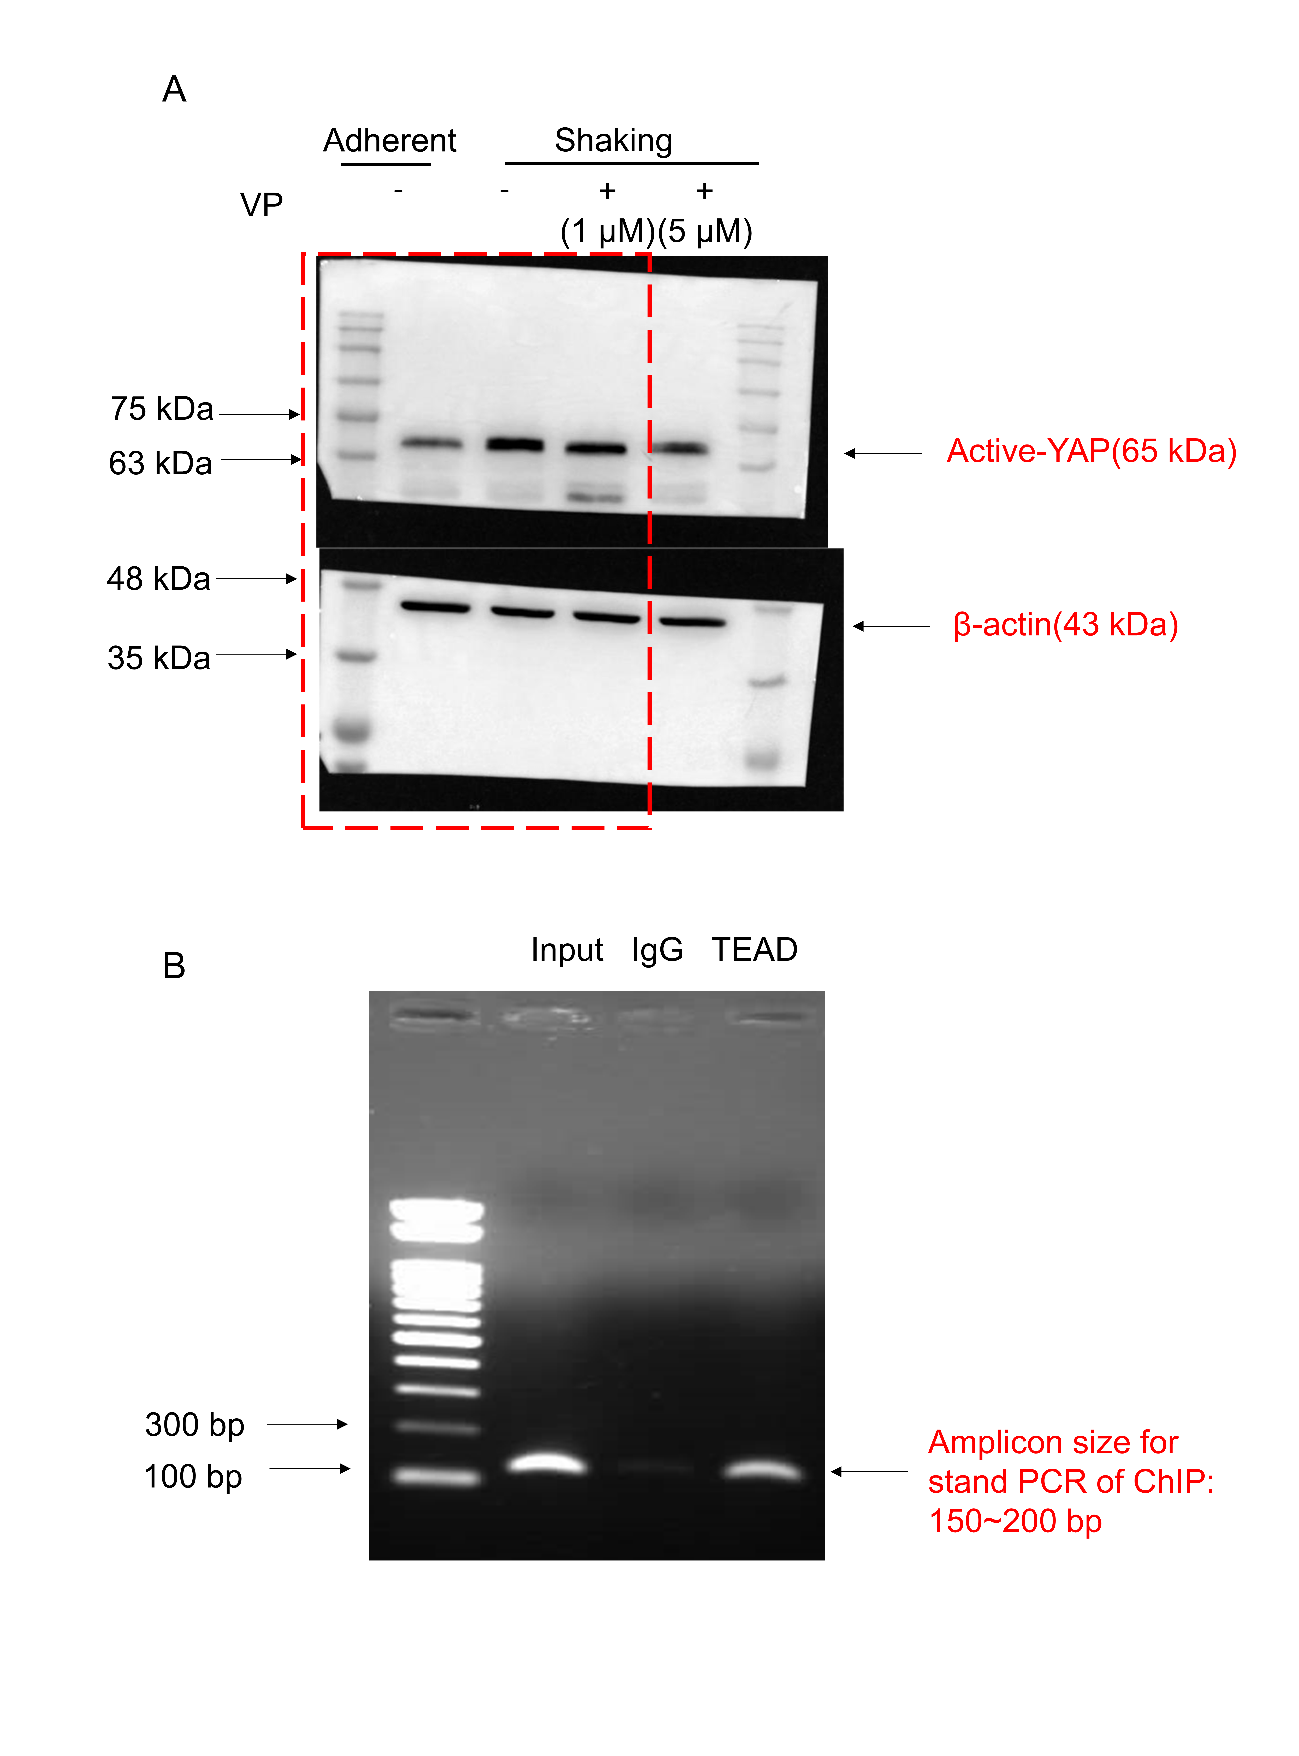

(**A**) Raw data of active YAP proteins using western blotting analysis in Fig. 3e

(**B**) Raw data of stand PCR of ChIP assay in Fig. 4b.

**Western blots in Fig. 4e and 4g**

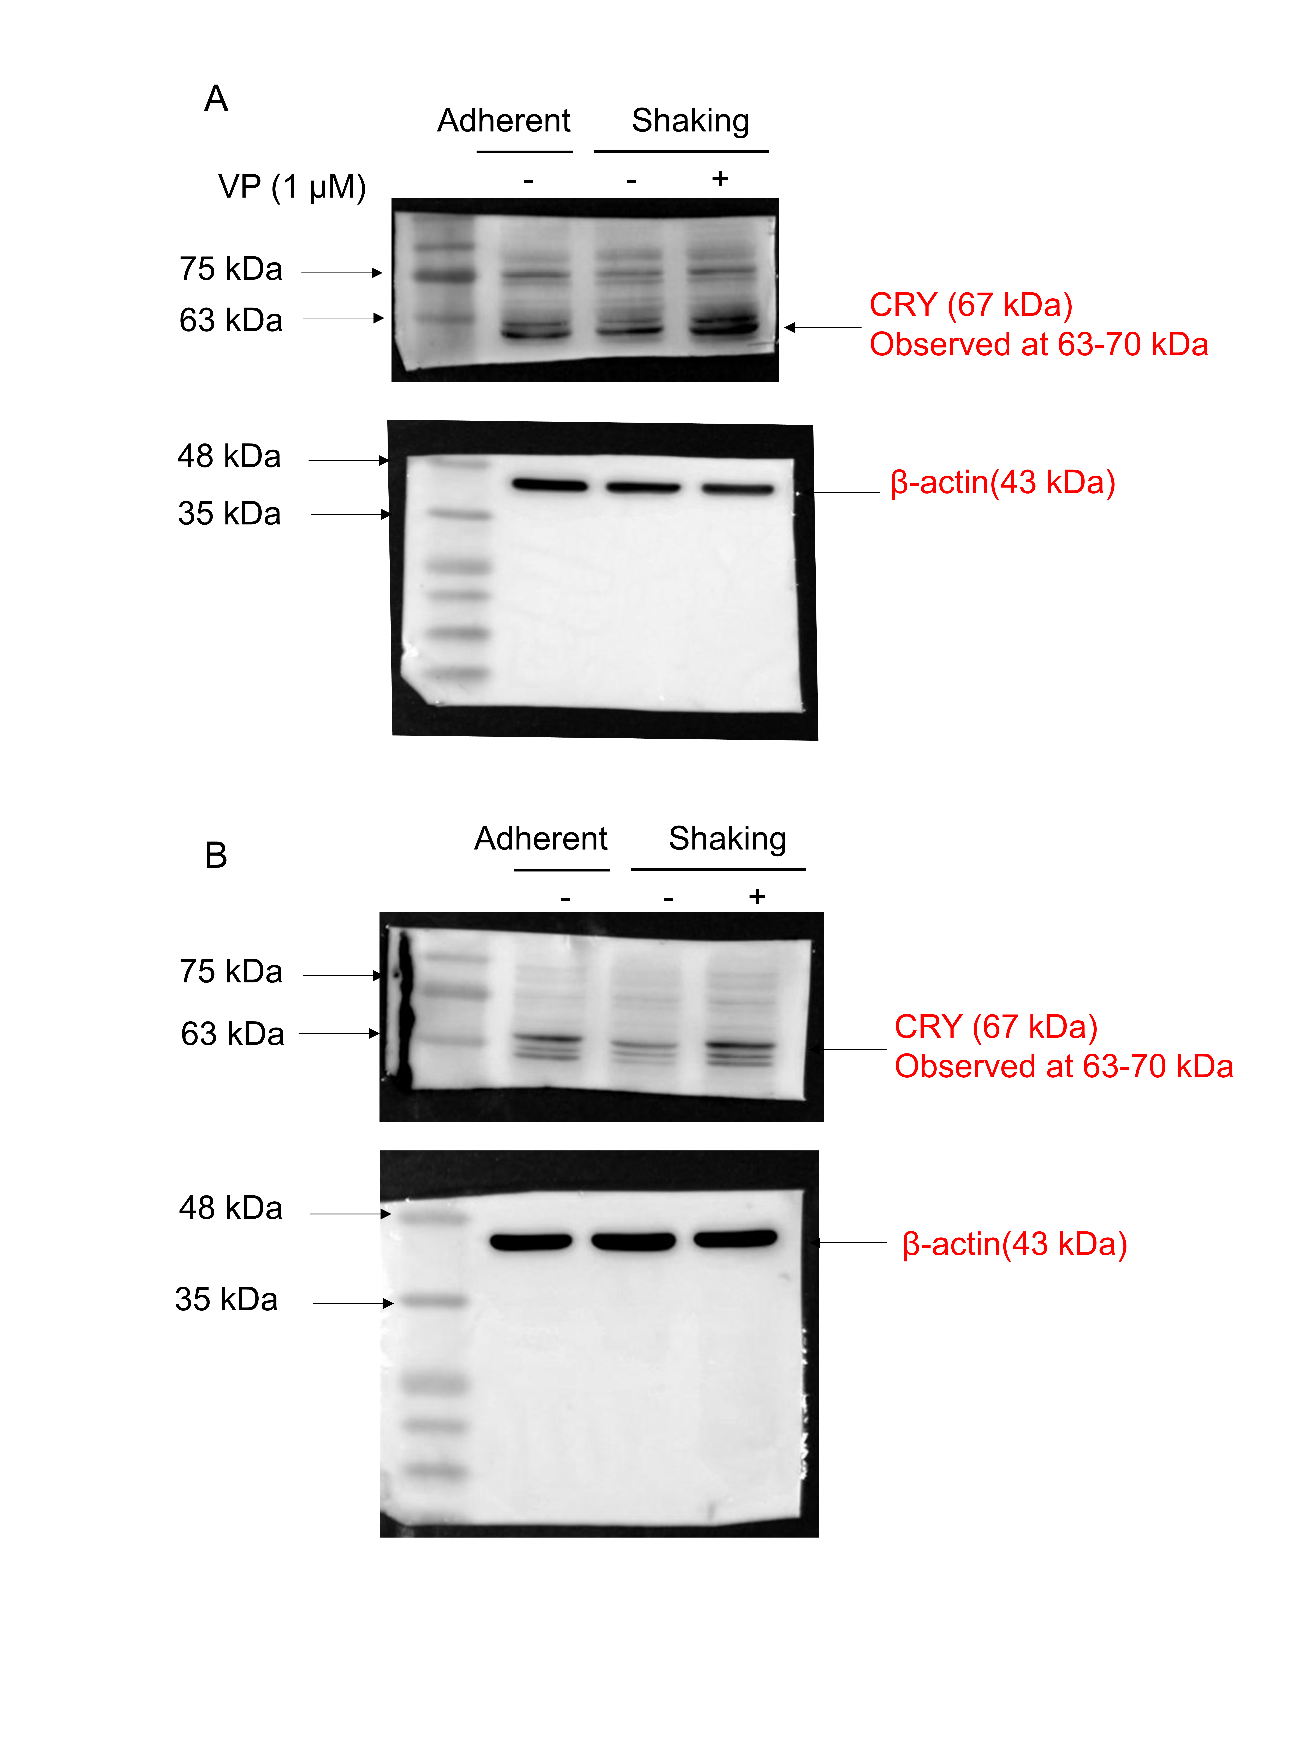

**(A)** Raw data of the expression of CRY proteins, as demonstrated in Fig. 4e.

**(B)** Raw data of the expression of CRY proteins, as demonstrated in Fig. 4g.

**Western blots in Fig. 6b and 6d**

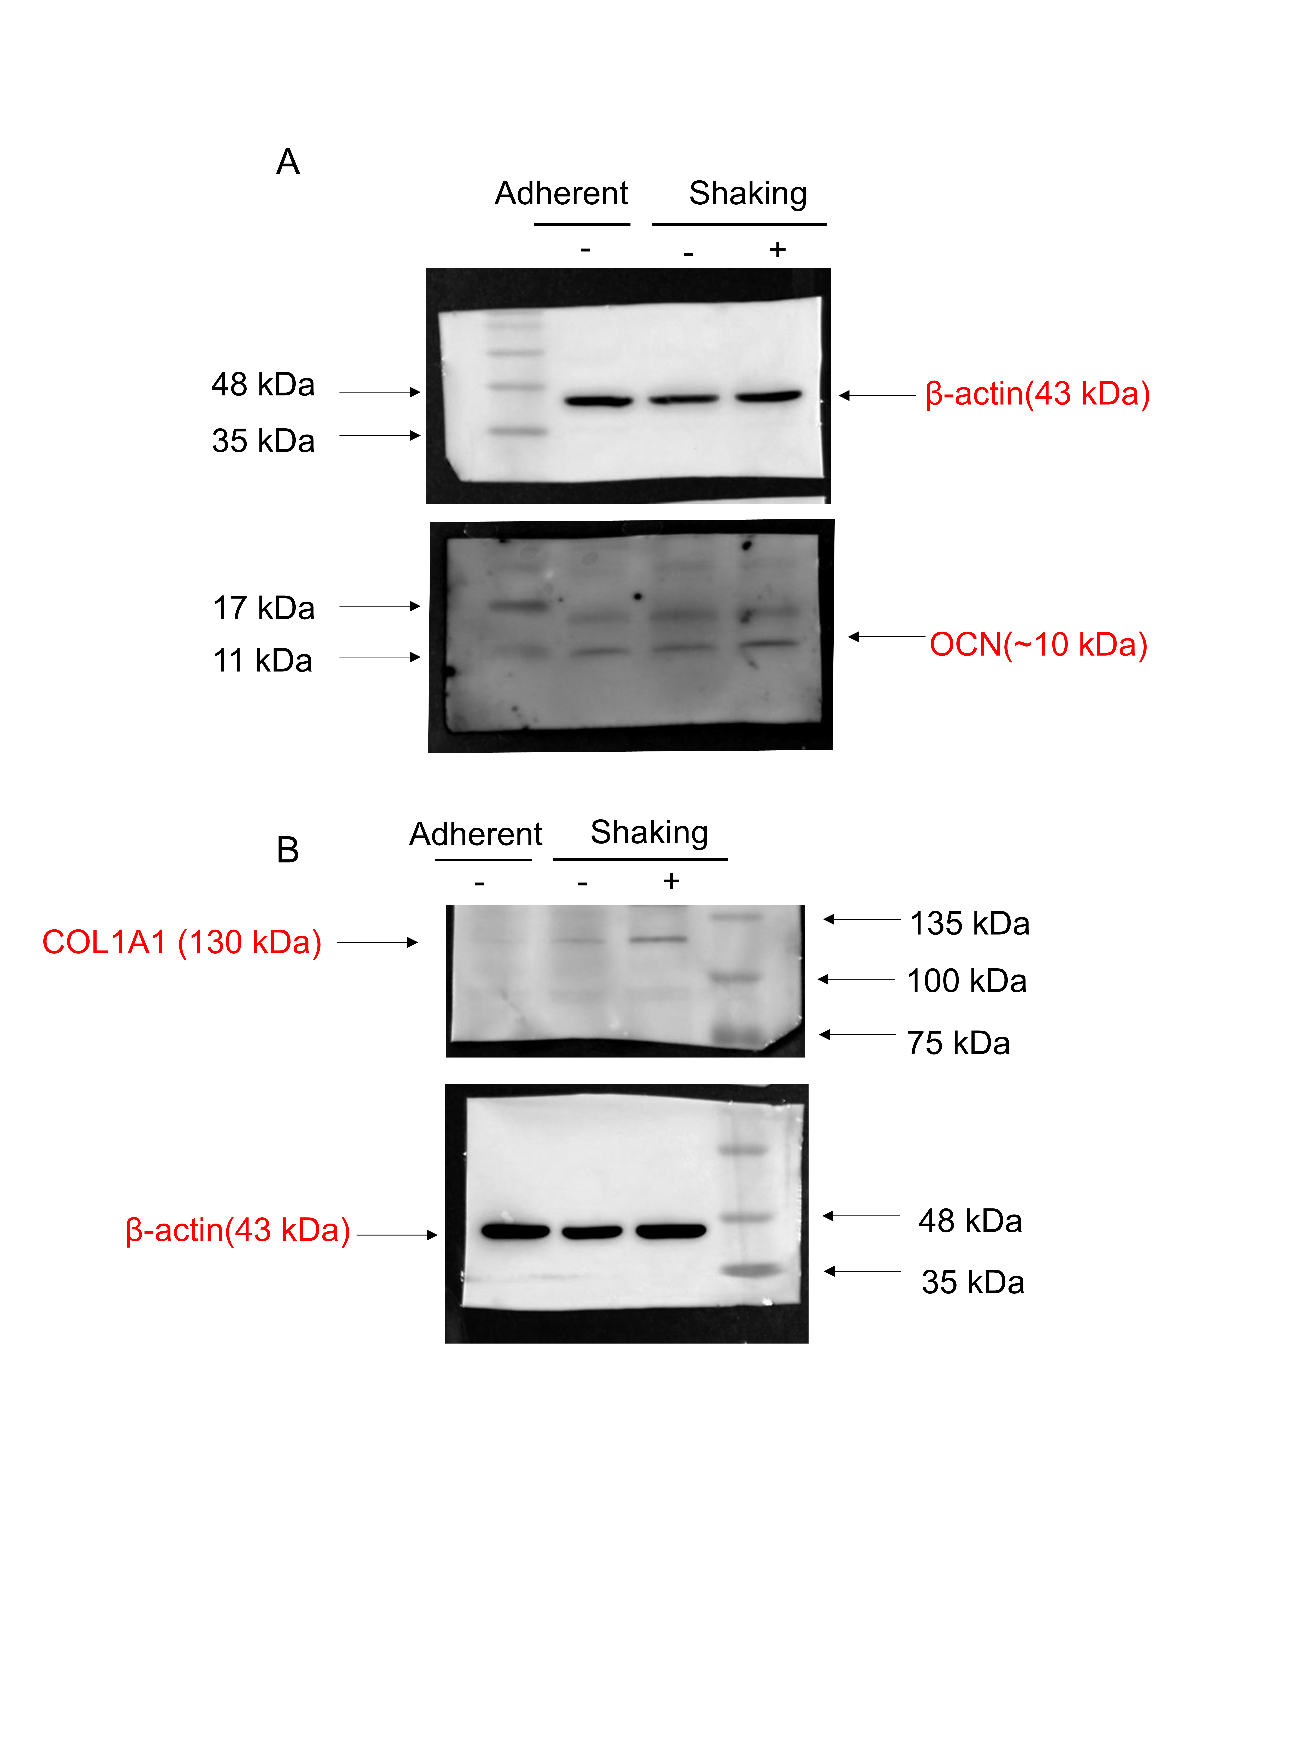

**(A)** Raw data of the expression of osteocalcin proteins, as demonstrated in Fig. 6b.

**(B)** Raw data of the expression of type I collagen proteins, as demonstrated in Fig. 6d.

How the deposited data were processed for this re-analysis (not part of the article)

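RNA was measured by sequencing in mouse iPSC-EBs on day 2 of osteogenic induction, in 2 adherent and 2 shaking cultures. The labels name a stranded mRNA library kit and total RNA from columns. The paper and the labels name FastQC, DESeq2 and build mm10; the aligner and the counting tool are not named in the paper's text.

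The authors deposited a table of genes with read counts, FPKM and TPM per library. The deposited counts are whole reads per gene without normalization, and the analysis started from them. The FPKM deposited by the authors were not used. The TPM deposited by the authors served only to see how much of each library the table covers, which was about 7% of the total. The authors' normalized log2 values are the log2 of CPM plus 1 over an effective library size, and these sizes were recovered from them with the counts. The authors' mean log2 values per culture are means of these and were not used further. The deposited fold, which the authors write as a signed score, was compared with the fit. The largest difference of the log2 fold change was 0.0174 over 3152 genes. The deposited unadjusted and adjusted p-values of the authors gave the selection and the number of genes tested. The authors' deposited p-values for KEGG pathways were copied as theirs, and the GO table was not used further.

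The table holds only genes at an absolute fold of at least 2.00 with an unadjusted p of at most 0.0499. Of the 3152 genes, 102 have an adjusted p of 0.05 or more in the authors' table, up to 0.0857. The largest unadjusted p ranks 10674 among the 18342 genes tested, so that 58.2% of tested genes reached it and 17.2% are listed. By identifier 3142 genes matched the mm10 annotation, which gave their positions, and 2661 are protein coding. Effective library sizes were 33969962 and 33212955 reads for the adherent and 30890924 and 34321053 for the shaking replicates. The common dispersion was 0.00617.

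Counts were fitted with edgeR 4.0.16 in R 4.3.3 (glmQLFit and glmQLFTest, filterByExpr) with the recovered library sizes, since TMM over selected genes would take changed genes as its reference. The filter removed 97 genes. Adjusted p-values are Benjamini-Hochberg over the 3055 genes tested. This scope follows the wording set before the data were examined, but it was settled after both this and an adjustment over all genes the authors tested had been seen. In a list, members that are not listed were given a p of 1. Principal components and distances used log2 CPM with a prior count of 2. The alternatives were median-ratio size factors, totals of the listed genes, DESeq2 1.42.0 with its own and with the recovered sizes, no low-count filter, at least 50 counts in 2 libraries, each library left out, a block by replicate number, limma 3.58.1 on the authors' normalized values with a pseudocount of 1 or 0.1, and other thresholds. Tables and figures were made with Python 3.11.15, pandas 2.3.3, numpy 2.4.6, scipy 1.17.1 and matplotlib 3.10.9. Set tests against other genes and Fisher's exact test were not run, because the table holds no unselected genes.

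The fit was tested on simulated data with the means and sizes of the libraries, a dispersion of 0.01 and 200 changed genes. It recovered 77 of 100 genes changed by a fold of 2 and 97 of 100 changed by a fold of 4, with 3 calls among 2952 unchanged genes. Most simulated genes were unchanged, while every gene in the real table was selected as changed. The simulation therefore gives no rate of false calls for that table. With 2 replicates per culture, CPM of a gene with few reads are imprecise, as for Rorb.

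Genes were named in the text by a rule set before the data were examined. It takes every listed gene that the paper names, the 10 protein-coding genes with the largest increase and the 10 with the largest decrease at an adjusted p under 0.05, a mean normalized count of at least 100 and no overlap of the cultures, up to 4 genes with the smallest p in each list, and up to 4 with the largest change in each KEGG pathway the paper names. Overlap of 2 libraries against 2 is absent by chance in 33.3% of genes. The paper's fold changes in its supplementary table had been seen. Cdx2, Col9a3, Elf5, Fbln2, Fbxl21, Fjx1, Fzd4, Gdf6, Gpx7, Maob, Ocln, Thy1, Tln2, Tnr and Vwf were named after their values were seen, as were Vgll1, Ankrd1 and Axl, which are drawn in a plot. The 37 lists hold 833 different genes, of which 291 are listed. They cover the clock, AMPK, Hippo and YAP-TEAD, ECM, adhesion, pluripotency, metabolism, signaling, stress and the cell types the EBs could hold.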

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

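All tests of explanations in this part were chosen after the result was seen, as were the limits for naming a list here, at least 8 members past the test with 85% of them in 1 direction.

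The lists were fixed before the data were examined. The paper's text does not report on them as groups, though Fig. 2c draws steroid biosynthesis and Fig. 2d cardiac muscle pathways. YAP-TEAD targets had 10 of 22 members lower in shaking culture and 1 higher, Fjx1 at a log2 fold change of 3.03. Genes of TGF-beta and BMP signaling had 10 of 21 lower, with Serpine1, an early target of TGF-beta, at -2.27, and 1 higher, Gdf6 at 1.43. Genes of cholesterol biosynthesis had 14 of 24 higher. Genes of the hypoxia response had 9 of 34 lower, with Slc2a1 at -2.17 and Egln3 at -1.85. Immediate early genes had 8 of 17 lower, with Ier3 at -2.93. Cardiac muscle genes had 7 of 23 lower and neural genes 7 of 29, with Nes at -3.89, and 1 was higher in each, Ttn at 2.14 and Sox1 at 1.87; both counts of lower genes came to 3 in DESeq2's default fit, which changes both the test and the scaling, and to 5 and 3 with median-ratio size factors. Surface epithelium had 9 of 17 lower. Primitive and visceral endoderm had 15 of 28 higher, smooth muscle and SRF targets 10 of 18 lower, the fibroblast list 16 of 24 lower and trophectoderm 11 of 14 lower, with Eomes higher at 1.58.

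The lower YAP-TEAD targets go with shaking, or with floating, which the design does not part from it. Under median-ratio size factors, which raise log2 fold changes by about 1.01, 10 of 10 lower targets stayed lower at an adjusted p under 0.05 in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. All 10 had been selected at a fold of at least 2, so this shift could hardly turn their direction and the count decides little. Their median log2 fold change went from -2.15 to -1.14, so a library scaling of this size is not the whole of that median fall. Only members that were lower enter this median, so it cannot decide whether scaling made the list run lower. F3, the nearest to 0, went from -1.11 to -0.10 (adjusted p = 0.0230 in that test). A single library does not account for the fall of Ccn2, Ccn1, F3 and Tgfb2, each lower in both shaking libraries than in both adherent libraries. Ccn2 had 816 and 801 CPM in the adherent and 194 and 186 in the shaking replicates. Fits with 1 library left out cannot decide this for all 10, since the genes were selected on the same libraries and 1 culture is left without a replicate. Whether these genes fell through YAP-TEAD or through another regulator they share, such as SRF, was not tested, nor whether they fell with the cells that carry the fibroblast and smooth muscle genes, of which 16 of 24 and 10 of 18 were lower in the same libraries. The 11 members that are not listed say nothing on either side.

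Of 18 smooth muscle genes and SRF targets 10 were lower in shaking culture, and of 24 fibroblast genes 16, with the other 8 of each not listed. With median-ratio size factors 25 of these 26 stayed lower. That count decides little, since all were selected at a fold of at least 2 and the shift in log2 fold changes is about 1.01. The median log2 fold change of the 26 went from -3.10 to -2.09, so a library scaling of this size is not the whole of that median fall. As the 26 were picked for being lower, it cannot decide whether scaling made the lists run lower. The call for Thy1 ended, since the shift took its log2 fold change from -1.22 (standard error 0.27) to -0.22 (standard error 0.27). Feeder cells in the adherent culture remain open: the iPSCs had been kept on feeder cells before EBs were formed, and 16 of 24 fibroblast genes were lower, but the levels of the 8 others are not in the table, so a loss of such cells and a lower expression in the EBs cannot be told apart. In adherent culture the most abundant listed members were Col5a1 at 60.8, Fbln2 at 37.1 and Col1a1 at 35.7 CPM. Growth on a surface, which the adherent condition provides, is an untested biological explanation.

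Of 28 endoderm genes 15 rose and 13 are not listed, while of 14 trophectoderm genes 11 fell and Eomes rose. With median-ratio size factors 10 of 11 lower trophectoderm genes stayed lower. That count decides little, since all were selected at a fold of at least 2 and the shift in log2 fold changes is about 1.01. The median of the 11 was -1.48 in place of -2.48, so a library scaling of this size is not the whole of that median fall. As the 11 were picked for being lower, it cannot decide whether scaling made the list run lower. The call for Elf5 ended, as the shift took its log2 fold change from -1.40 (standard error 0.36) to -0.40 (standard error 0.36). These factors raise every fold change and so cannot test the 15 endoderm genes. Library totals, which lower log2 fold changes by about 0.14, left 15 of 15 higher, a shift too small to decide. Scaling moves all genes by 1 shift, while the 15 ran from 1.11 (Srgn, standard error 0.03) to 4.71 (Apob, standard error 0.10). Scaling alone would give all 15 the same value, so it is not the sole cause for every one of them. A shift leaves a spread as it is, so this range cannot show whether a shift is present. Whether scaling added to their increase stays open. Loss of feeder cells stays open for the trophectoderm genes, since no value here measures what feeder cells express. A change in the share of undifferentiated cells alone would move the genes of other cell types alike. The medians of the listed endoderm and trophectoderm genes were 2.25 and -2.32 on the log2 scale, 4.56 apart, which argues against it for these genes. This contrast is the pattern itself, which had been seen before the test was chosen. Changes in the shares of separate cell types and changes within cells stay open, and bulk counts do not part them.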

How the results depend on the processing

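The adjustment over all genes the authors tested, with and without a low-count filter, DESeq2 with the recovered library sizes, and median-ratio size factors for the gene lists and pathways were chosen after the data were examined. That adjustment gives each gene outside the test a p of 1, so it is stricter than one on the authors' own p-values. The direction of the 158 genes that the rule names did not change in any fit run on them. Selection at a fold of at least 2 largely fixes the direction of every listed gene, since median-ratio size factors shift log2 fold changes by about 1.01. The calls for the 158 did not end with library totals of the listed genes (a shift of about -0.14), the replicate block or an adjustment over all genes the authors tested. Calls ended for 14 of them in DESeq2's default, 12 with median-ratio size factors (a shift of about 1.01), 2 in DESeq2 with the recovered sizes (Rorb and Slc7a11) and 1 without adherent replicate 2 (Slc7a11). Of 18 genes named or drawn after their values were seen, none changed direction; calls ended for 5 with median-ratio size factors and in DESeq2's default (Elf5, Fbxl21, Gpx7, Maob and Thy1), and that for Fbxl21 ended also in DESeq2 with the recovered sizes, in an adjustment over all genes the authors tested and without shaking replicate 1. The count of lower genes at an adjusted p under 0.05 fell to 1009 with median-ratio size factors and 796 in DESeq2's default; at an unadjusted p under 0.05 it fell to 603 and 514 at a fold above 2, and to 1004 and 823 at a fold above 1.2. These size factors take the listed genes as unchanged, which they were selected not to be. DESeq2's default also left 9 lower genes of focal adhesion and actin, 23 of the KEGG actin pathway and 22 of the KEGG pluripotency pathway, from 14, 41 and 34 in the main fit. Median-ratio size factors left 11, 29 and 24, so scaling alone took part of the drop. The rest, where the default changes test and scaling together, was not taken apart. With 1 library left out, 1196 to 1270 genes were higher and 1640 to 1669 lower; the lone library of a culture is then assumed to vary like the others. The smallest distance between cultures over the largest within 1 was 4.18, and 6.30 on the authors' normalized values, whose larger pseudocount shrinks low counts. Replicate numbers do not pair the cultures: deviations of same-numbered libraries correlated at 0.0249, and a replicate block gave 1320 higher and 1734 lower genes. The gene set test with an estimated correlation was not run, as it needs unselected genes. Depth limits genes with few reads, and the direction and size of changes under a fold of 2 cannot be seen in the table.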

Differences from the paper's values

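On the plot of the libraries, the first axis carries about 63% and the second about 24% of the variance in Fig. 2a, read by eye as the paper's values, against 95.0% and 2.79% over the 3055 listed genes tested here. No alternative set before the data were examined came within the paper's values: without a low-count filter the shares were 94.6% and 2.99%, and on the authors' normalized values 97.7% and 1.25%. The paper does not state which genes Fig. 2a rests on.

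The paper's methods name a fold of 1.2 for differentially expressed genes, while the deposited table begins at a fold of 2.00. The paper's counts of 1378 upregulated and 1774 downregulated genes are the numbers of genes listed as higher and lower in the deposited table. The fit here gave the same counts at an unadjusted p under 0.05 and a fold above 2 with no low-count filter, which the selection of these genes largely fixes. Supplementary Table 1 lists 5 of its 8 genes at paper folds under 2, and these 5 are not in the gene table. The methods name DESeq2; the fold changes in the table differ by at most 0.0174 on the log2 scale from a fit with edgeR, while DESeq2's default size factors over the listed genes gave folds of 28.3, 13.3 and 7.81 for Prkag3, Npas2 and Rorb, against the paper's 13.7, 6.62 and 3.81, which the edgeR fit gave too. DESeq2 with the recovered library sizes, which was chosen after seeing the values, gave 14.1, 6.63 and 3.89 and drops the call of 1 of these 3, Rorb. DESeq2's default gave 796 lower genes at an adjusted p under 0.05 and DESeq2 with the recovered library sizes 1527.

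The paper states that YAP-TEAD acts more strongly in shaking culture. Beside the Hippo pathway in RNA-seq, it rests this on active YAP protein in western blots and on TEAD2 motifs in accessible chromatin. TEAD binding at the Fbxl3 promoter and the effects of verteporfin are its further evidence. Transcript levels of target genes on day 2 are a different measure from these. In the RNA-seq data 10 of 22 YAP-TEAD target genes were lower and 1 was higher, with Ccn2 at a log2 fold change of -2.09, while Fjx1 (3.03) goes with the paper's statement. Rorb was higher too (1.93), a candidate that the paper set aside after its ChIP assays; Fbxl3, the target the paper settles on, and Cry1 are higher in the paper's Supplementary Table 1 and not in the gene table. Fibroblast genes (16 of 24) and smooth muscle genes and SRF targets (10 of 18) were lower in the same libraries.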

Other observations

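Median-ratio size factors and DESeq2 with the recovered library sizes were chosen for these lists after the data were examined; DESeq2's default fit changes both the test and the scaling.

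Cell cycle and growth control genes fell in part in shaking culture. Of 31 proliferation genes 6 were lower and none was higher, among them the D-type cyclins Ccnd1, Ccnd2 and Ccnd3 at log2 fold changes of -2.31, -2.03 and -1.41. Of 18 p53 targets and apoptosis genes 4 were lower, with Cdkn1a, an inhibitor of cyclin-dependent kinases, falling from 140.1 ± 0.611 to 35.0 ± 2.28 CPM (SD, n = 2 each). Of 31 Wnt ligands and targets 10 were lower and 2 higher, with Wnt7b at -2.48 and the higher genes, the Wnt antagonist Dkk1 and the receptor Fzd4, at 2.27 and 1.62; the lower genes came to 6 in DESeq2's default fit and 7 with median-ratio size factors. Of 34 genes of the retinoic acid response 14 were lower and 4 higher, with Rbp1, a retinol-binding protein, at -2.79 and Dhrs3, which reduces retinal, at 1.92; the lower genes came to 8 in DESeq2's default fit and 13 with median-ratio size factors. Of 22 adherens and tight junction genes 6 were lower and 1 higher, with Cldn4 at -2.28 and Ocln at 1.03. Of 13 glucocorticoid targets 3 were lower. Of 20 genes of unfolded protein and amino acid stress 4 were higher and 1 lower, and of 13 NRF2 targets 2 were higher and 2 lower, with Hmox1 at -1.03 and Abcc1 at -1.12. The calls for Hmox1, Abcc1 and Ddit4, the lower genes of these 2 lists, ended with median-ratio size factors and in DESeq2's default fit, as did that for Nr3c1 among the glucocorticoid targets. The higher NRF2 targets came to 1 without adherent replicate 2 and in DESeq2 with the recovered library sizes, where the call for Slc7a11 ended.

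Further lists cover other cell types. Of 24 mesoderm genes 4 were lower and 2 higher, with Eomes at 1.58, Tcf15 at 1.65 and Hand1 at -2.56; the lower genes came to 2 with median-ratio size factors and 1 in DESeq2's default fit. Of 13 neural crest genes 5 were lower, a count that came to 2 both with median-ratio size factors and in DESeq2's default fit. Chondrogenic genes had 4 of 14 lower and 1 higher, but the lower genes came to 1 with median-ratio size factors and 0 in DESeq2's default fit. Of 15 germ cell and two-cell genes 4 were lower and 1 higher; Sycp3 of the meiotic chromosome axis was at 3.44 and Zscan4c, one of several near-identical copies whose counts are uncertain, at -3.33. Endothelial genes had 2 of 13 higher and 1 lower, skeletal muscle genes 1 of 11 higher and 1 lower, and blood and macrophage genes 0 of 13 listed.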
